# Stabilization of mouse haploid embryonic stem cells with combined kinase and signal modulation

**DOI:** 10.1038/s41598-017-13471-4

**Published:** 2017-10-16

**Authors:** Haisen Li, Ao Guo, Zhenfei Xie, Wanzhi Tu, Jiali Yu, Huihan Wang, Jian Zhao, Cuiqing Zhong, Jiuhong Kang, Jinsong Li, Shichao Huang, Li Shen

## Abstract

Mammalian haploid embryonic stem cells (haESCs) provide new possibilities for large-scale genetic screens because they bear only one copy of each chromosome. However, haESCs are prone to spontaneous diploidization through unknown mechanisms. Here, we report that a small molecule combination could restrain mouse haESCs from diploidization by impeding exit from naïve pluripotency and by shortening the S-G2/M phases. Combined with 2i and PD166285, our chemical cocktail could maintain haESCs in the haploid state for at least five weeks without fluorescence-activated cell sorting (FACS) enrichment of haploid cells. Taken together, we established an effective chemical approach for long-term maintenance of haESCs, and highlighted that proper cell cycle progression was critical for the maintenance of haploid state.

## Introduction

Mammalian haESCs were first obtained from mouse parthenogenetic blastocysts generated by chemical activation of unfertilized eggs^1–3^. Soon after the establishment of parthenogenetic haESCs (PG-haESCs), androgenetic haESCs (AG-haESCs) were derived by injection of a sperm head into enucleated oocytes or by removal of female pronucleus from zygotes^4–6^. So far, haESCs have been established from parthenogenetic or androgenetic embryos in several species, including mouse, rat, monkey and human^4–9^. These haESCs have only one copy of each chromosome, disruption of one allele can produce a loss-of-function phenotype, providing many possibilities for high-throughput genetic screens^1,10–12^. In addition, PG-haESCs are a powerful tool to generate transgenic mice via injection of genetically modified PG-haESCs into blastocysts^3,9,13^, and AG-haESCs can serve as a substitute for sperm and produce transgenic animals via injecting genetically modified AG-haESCs into oocytes^4–6^. Therefore, haESCs hold great promise for many applications, such as high-throughput genetic screens, generating genetically modified animals, and regenerative medicine^14–18^.

Although haESCs have many advantages, they show a tendency of rapid self-diploidization during cell culture^1,3–9^. Thus, FACS enrichment for haploid cells is required periodically for long-term maintenance of haESCs^1,2,5,8^. Endoreduplication, but not cell fusion, has been shown to be the cause of self-diploidization^3^. Interestingly, Wee1 kinase inhibitor, which accelerates G2-phase checkpoint, has been demonstrated to partially stabilize mouse PG-haESCs and maintain their haploid state for 4 weeks without FACS enrichment^19^, suggesting that G2 to M-phase transition may play an important role in the self-diploidization of PG-haESCs. However, whether accelerating G2 to M-phase transition by Wee1 kinase inhibitor can suppress self-diploidization of AG-haESCs is unknown. In addition, the diploidization of PG-haESCs cannot be completely abolished by promoting G2 to M-phase transition alone^19^, indicating that self-diploidization is also regulated by other factors. Therefore, further optimization of the haESC culture condition is needed to better maintain their haploid state, and the underlying mechanisms of self-diploidization remain to be elucidated.

In this study, we found that a chemical cocktail, namely RDF/PD166285/2i, could stabilize haESCs in the haploid state for at least five weeks without FACS purification, and revealed critical roles of naïve-pluripotency maintenance and cell cycle regulation in inhibiting haESC self-diploidization.

## Results

### Both PG- and AG-haESCs exhibited prolonged G2/M phase

Firstly, we measured the spontaneous diploidization of four different lines of mouse haESCs by FACS analyses. Consistent with the previous reports^1,3,4,6^, the ratio of the haploid G1-phase (1 N) cells in both PG- and AG-haESCs declined gradually over time, whereas the number of diploid G2/M-phase (4 N) cells increased dramatically (Supplementary Fig. S1A). Since abnormal G2 to M-phase transition has been reported to be involved in the self-diploidization of PG-haESCs^19^, we compared the cell cycle profiles between AG-haESCs and the diploid ESCs derived from AG-haESCs to test whether abnormal G2 to M-phase transition also exists in AG-haESCs. Both 1N- and 4N-cells (i.e., haploid and diploid cells, respectively) were sorted out at the same time from two partially diploidized AG-haESC lines (AGH-OG-3 and HG165), and subjected to cell cycle analyses after culturing for a few days. Interestingly, both PG- and AG-haESCs showed a slower proliferation rate compared to the corresponding diploid ESCs (Fig. 1A; Supplementary Fig. S1B), indicating a lengthened cell cycle of the haESCs. Further cell cycle analyses revealed that haESCs consisted of a higher percentage of G2/M-phase cells, and unchanged percentages of G1-phase cells (Fig. 1B–E). To directly visualize cell cycle progression of haploid and diploid ESCs, we employed Fluorescence Ubiquitin Cell Cycle Indicator (FUCCI) technology^20^, and established a HG165-derived AG-haESC line stably expressing Cdt1-tagged-orange and Geminin-tagged-green, where G1-phase and S-G2\M phases were marked by orange and green colors, respectively. We then purified haploid and diploid ESCs from this engineered HG165 ESCs and performed live-cell imaging analyses. Cell cycle progression in diploid ESCs was similar to previous reports^21–25^ (Fig. 1B,F), confirming the successful establishment of the FUCCI reporting system. The FUCCI reporting system also showed significantly longer S-G2\M phases and an unchanged G1-phase duration in haESCs comparing to diploid ESCs (Fig. 1F,G), which was consistent with our FACS-based cell cycle analyses (Fig. 1B–E). Taken together, our results suggested that haESCs grew slower than diploid ESCs due to their atypical cell cycle progression in S-G2\M phases.

**Figure 1:**
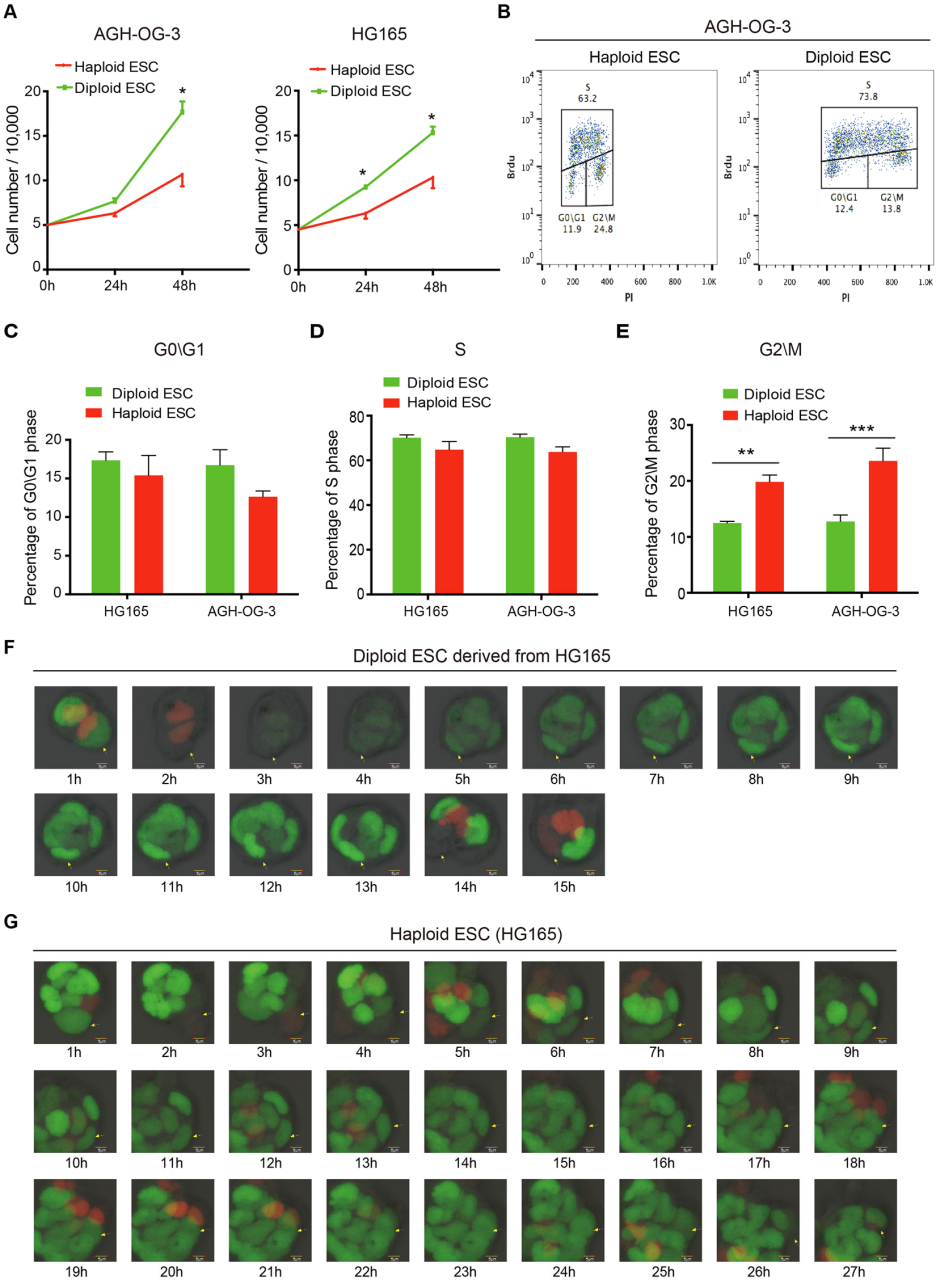
HaESCs show abnormal cell cycle progression. (**A**) Growth rates of haESCs and diploid ESCs derived from AG-haESCs (AGH-OG-3; HG165). Data are shown as means ± sem. *P < 0.05, Haploid ESCs vs diploid ESCs at the same time point. (**B**) Cell cycle analyses of haploid and diploid ESCs derived from AG-haESCs (AGH-OG-3). Haploid (1N) and diploid (4N) cells were isolated simultaneously, and their cell cycle distributions were determined by flow cytometry. (**C**–**E**) Percentages of G0\G1-phase cells (**C**), S-phase cells (**D**), and G2\M-phase cells (E) in haploid and diploid ESCs derived from AG-haESCs (AGH-OG-3; HG165). Data are shown as means ± sem. ^**^P < 0.01, ^***^P < 0.001, Haploid ESCs vs diploid ESCs. (**F** and **G**) Time-lapse imaging of cell cycle-dependent fluorescence changes in diploid ESCs derived from HG165 haESCs (**F**), and in haploid HG165 ESCs (**G**). In this FUCCI system, cells in G1 phase shows orange, and cells in S, G2 and M phases shows green. Arrows indicate tracked cells.

### RDF inhibits self-diploidization of haESCs

To effectively maintain the haploid state of haESCs, we adopted a chemical screen strategy to identify small molecules that could regulate diploidization of haESCs. We first tested a group of chemicals that are involved in activating or inhibiting certain signaling pathways (Fig. 2A). However, all tested chemicals alone had no effect on the self-diploidization of haESCs (Supplementary Fig. S1C). Then whether chemical combinations could inhibit self-diploidization was investigated. Indeed, a six-chemical combination, referred to as VCRDFG (consisting of V, VPA, HDACs inhibitor; C, CHIR99021, GSK-3 kinases inhibitor; R, Repsox, inhibitor of TGF-β pathways; D, DMH1, inhibitor of BMP4 pathway; F, Forskolin, adenylate cyclase activator; and G, Compound E, γ-secretase inhibitor) significantly inhibited both AG- and PG-haESCs from self-diploidization, as revealed by the higher ratio of 1 N cells in the presence of VCRDFG (Fig. 2B). In order to identify the essential chemicals required for haploidy stabilization, we further examined different combinations of the six chemicals in VCRDFG. One three-chemical combination (Repsox, DMH1 and Forskolin, termed RDF) was the minimum combination that exhibited similar haploidy stabilization effect as VCRDFG (Fig. 2C,D). In contrast, none of the two-chemical combinations from these three chemicals were sufficient to suppress the diploidization of haESCs (Fig. 2C).

**Figure 2:**
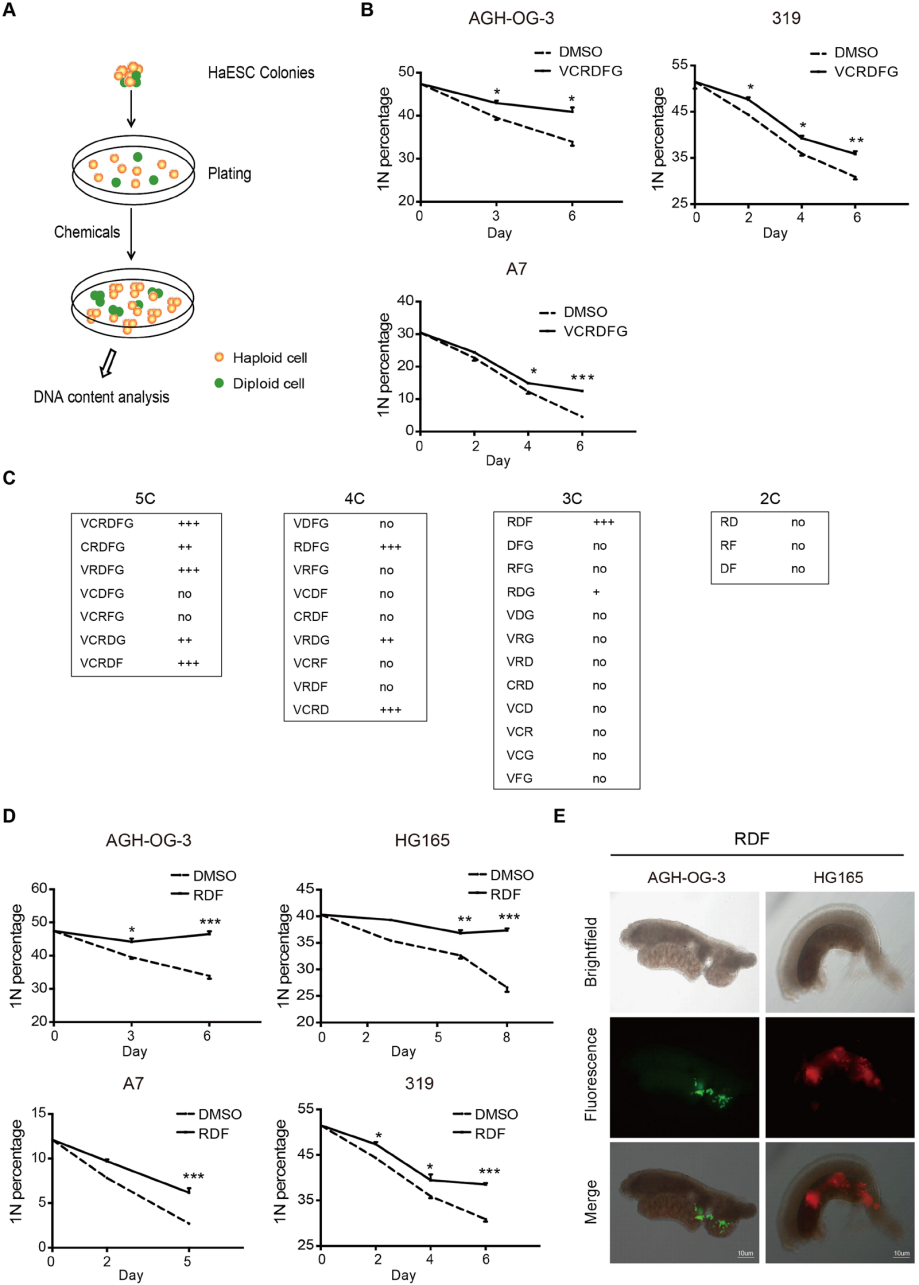
Chemical cocktail RDF restrains the self-diploidization of haESCs. (**A**) Schematic diagram of the screening strategy used to identify chemicals regulating haESC self-diploidization. HaESCs were treated with DMSO or chemical compounds in ES medium, and their DNA contents were analyzed with Hoechst33342 staining. (**B**) Percentage of haploid G1-phase (1N) cells in AG (AGH-OG-3; A7) and PG (319) -haESCs treated with DMSO or VCRDFG (0.5 mM VPA, 3 μM CHIR99021, 1 μM Repsox, 2 μM DMH1, 10 μM Forskolin, 1 μM Compound **E**). DNA contents were determined by flow cytometry every 2 or 3 days. Data are shown as means ± sem. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, VCRDFG-treated cells vs DMSO-treated cells at the same day. (**C**) Effects of different chemical combinations on self-diploidization. C: chemicals; No: having no influence on haploid stability; ^+^stabilizing haploid ESCs, more plus signs indicate stronger effect on stabilizing haESCs. (**D**) Flow cytometry analyses of 1N cell percentages in AG (AGH-OG-3; HG165; A7) and PG (319) -haESCs treated with DMSO or RDF (Repsox, DMH1, Forskolin). Data are shown as means ± sem. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, RDF-treated cells vs DMSO-treated cells at the same day. (**E**) Representative gonad images of E13.5 chimeric embryos injected with OCT4-EGFP- or RFP-marked haploid cells. Cells were treated with RDF for 6 days. Top: Brightfield; Middle: Fluorescence; Bottom: Merge.

To determine whether RDF impairs the developmental potential of haESCs, we injected wild-type blastocysts with RDF-treated haploid cells that were FACS-purified either from a HG165-derived cell line expressing a RFP reporter or from a AGH-OG-3-derived cell line carrying an Oct4-EGFP transgene^6^. Both RDF-treated cells lines contributed to different tissues (Supplementary Fig. S1D), and more importantly germline cells in the gonads of embryonic day 13.5 (E13.5) embryos (Fig. 2E), demonstrating the developmental potential of haESCs was not impaired by RDF treatment. Our findings therefore demonstrated that RDF treatment could effectively suppress the diploidization of haESCs, without compromising their pluripotency.

### RDF alters the expression of pluripotency and cell cycle genes

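The transcriptomes compared were those of HG165, an androgenetic mouse haESC line, derived with a single paternal genome. Its cells were treated with RDF or with the solvent DMSO, and 2 samples of each condition were sequenced, 4 samples in all. RDF combines Repsox, an inhibitor of TGF-β pathways, DMH1, an inhibitor of BMP4 pathways, and Forskolin, an activator of adenylyl cyclase. For VCRDFG, the mixture that contains these chemicals, the paper gives 1 μM Repsox, 2 μM DMH1 and 10 μM Forskolin. Its text names neither the doses nor the length of treatment of the 4 sequenced samples. It also does not say whether haploid cells were sorted before sequencing. As the paper reports a higher share of haploid cells with RDF, the conditions may have differed in ploidy too. The share of diploid cells in the sequenced samples was not measured here. Stranded mRNA libraries were made from 150 ng of total RNA. The authors mapped the reads with Tophat, estimated expression with Cufflinks on the UCSC mm9 annotation, and deposited FPKM, the fragments per kilobase of transcript scaled to the sequencing depth, for 23235 gene symbols. The sum of FPKM was 724190 and 764461 in DMSO replicates 1 and 2, and 723176 and 718064 in RDF replicates 1 and 2. FPKM do not give the number of fragments, so the depth was estimated from the lowest values of genes with a single transcript, which rise in steps of 1 fragment. This gave 9620000 and 11300000 fragments for DMSO replicates 1 and 2, and 12300000 and 11300000 fragments for RDF replicates 1 and 2. In the 4 samples, between 46.8% and 52.5% of these low values lay within 0.1 of a whole number of fragments, against 20% if they were spread evenly. The depth was estimated from these same values, so the share describes them and is not an independent check of the depth. Values were compared on the log2(FPKM + 1) scale in the 11733 genes with a mean of at least 1 FPKM over the 4 samples, and 5223 symbols were at 0 in all 4 samples. The test was limma's, with a mean-variance trend and Benjamini-Hochberg adjustment over those genes. Gene positions are those of the mouse build NCBIM37, which is the assembly mm9.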

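The log2 fold change of a gene was the difference between its mean log2(FPKM + 1) in the 2 RDF-treated samples and in the 2 DMSO-treated samples. By this measure, 74 genes rose and 91 genes fell more than 2-fold. Of these genes, 145 had both RDF values on one side of both DMSO values, and 135 had an adjusted p under 0.05 from limma. With the ratio of the arithmetic group means in place of the difference in mean log2 values, 161 genes rose and 182 fell. The counts moved most when this ratio was taken over all genes with a mean of at least 0.1 FPKM, an alternative chosen after seeing the data, with 577 genes up and 616 down. At an adjusted p under 0.05, limma called 1561 genes up and 972 genes down. The median size of the log2 fold change of these 2533 genes was 0.44, against a median difference between replicates of 0.089 in DMSO and 0.086 in RDF. As limma selects genes whose change is large beside the replicate spread, this comparison gives their size and is not a further test. Without the filter on low values, the same test called 942 genes up and 606 down. With median-ratio scaling of the samples it called 1336 up and 1179 down, so the excess of rises depended on the scaling. The samples carry replicate numbers, and with the replicate number as a block in the limma fit the counts were 1651 up and 1066 down. The paper does not describe the replicates as pairs, and the deviations of same-numbered samples from their condition means had a Pearson r of 0.134 and a Spearman rho of 0.114 across genes, which are not independent replicates. An exact permutation test of 2 samples against 2 cannot give a two-sided p below 0.333, so the adjusted p of single genes rests on limma's use of the spread of all genes.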

To explore how RDF suppresses haESC diploidization, we compared the transcriptomes of haESCs treated with RDF and DMSO by using RNA sequencing (RNA-seq) analyses, and identified 475 down-regulated and 440 up-regulated genes (fold change > 2) in the RDF-treated cells (Fig. 3A). Gene ontology (GO) analyses further revealed that the affected genes were significantly enriched in functions relating to proliferation, differentiation and transcription regulation (Fig. 3B). 

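GO terms were not analysed here, and the enrichment was not recomputed. Among genes changed more than 2-fold with both RDF values on one side of both DMSO values and an adjusted p under 0.05, the 5 largest rises were those of Snora15, Scarna8, Mmp3, Stra8 and Mcpt8. Among the 5 largest falls were those of Lefty2, Snhg9, Lefty1 and Trh. Mmp3, which encodes a matrix metalloproteinase and lies on chromosome 9 from 7445822 to 7455972, rose from 0.590 ± 0.137 FPKM (SD, n = 2) in DMSO to 7.70 ± 0.182 FPKM (SD, n = 2) in RDF. Its log2 fold change was 2.45 (standard error 0.107, adjusted p = 0.000291 from limma), and it stayed between 2.37 and 2.54 when each sample was left out in turn. Mcpt8, which encodes a mast cell protease and lies on chromosome 14 from 56701003 to 56704053, had 0.418 and 0.115 FPKM in the DMSO samples and 5.01 and 3.41 FPKM in the RDF samples. The estimated depth puts 3.44 and 1.12 fragments behind the DMSO values and 52.7 and 33.0 fragments behind the RDF values. The Mcpt8 log2 fold change was 2.03 (standard error 0.193, adjusted p = 0.00245 from limma). Trh, which encodes the precursor of thyrotropin-releasing hormone and lies on chromosome 6 from 92192055 to 92194644, fell from 138 ± 0.175 FPKM to 22.0 ± 0.184 FPKM (SD, n = 2 each), a log2 fold change of -2.60 (standard error 0.0512, adjusted p = 1.62e-05 from limma). The small RNAs Snora15 and Scarna8 were at 0 FPKM in both DMSO samples. Snora15 had 723 and 195 FPKM in the RDF samples, and Scarna8 had 199 and 110 FPKM. Of the 36 small RNAs with a mean of at least 1 FPKM, 80.6% differed more than 2-fold between the samples of one condition, against 0.39% of the 11697 other genes. The short RNA Snhg9 had 6.56 and 33.6 FPKM in the DMSO samples and 0 in both RDF samples, a difference between the DMSO replicates that is large beside that of most genes.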

Upon RDF treatment, expression of many naïve pluripotency genes (e.g., *Rex1*, *Ssea1*, *Sall4*, *Zfp296*, *Klf4*, *Nab2*, *Myc*, *Nr5a2*, *Stra8*) were increased, whereas a set of primed pluripotency genes (e.g., *Fgf5*, *T, Lefty1*, *Lefty2*, *Otx2*, *Cldn6*, *Acta2*, *Hoxb13*, *Mixl1*) were down-regulated (Fig. 3C). In addition, genes positively regulating proliferation and cell cycle (e.g., *Terc*, *Ntn1*, *Prrx1*, *Prl2c2*, *Tbcld8*, *Mki67*, *Mycn*, *Cdc14a*, *E2f3*, *Rad21*, *Orc1*, *Rb1*, *Cenpf*) were up-regulated, while genes inhibiting proliferation and cell cycle (*Sfn*, *Col18a1*, *Myt1*, *Gadd45g*, *Creb3l1*, *Gadd45a*, *Cdkn1c*, *Ngfr*) were down-regulated (Fig. 3D,E). 

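All 9 of the named naïve pluripotency genes were higher in RDF-treated than in DMSO-treated haESCs. Of the 8 with a mean of at least 1 FPKM, 6 had an adjusted p under 0.05 from limma. The largest rise was that of Stra8, on chromosome 6 from 34870163 to 34889342, from 19.9 ± 1.48 FPKM to 92.0 ± 4.94 FPKM (SD, n = 2 each), a log2 fold change of 2.15 (standard error 0.073, adjusted p = 0.000143). Rex1, listed under its symbol Zfp42, lies on chromosome 8 from 44380422 to 44392363 and rose from 25.9 ± 0.0222 FPKM to 47.5 ± 0.776 FPKM (SD, n = 2 each), a log2 fold change of 0.85 (standard error 0.054, adjusted p = 0.000836). The log2 fold change was 0.83 for Nab2, 0.68 for Sall4, 0.55 for Zfp296 and 0.55 for Klf4, each with an adjusted p between 0.00164 and 0.00525. Myc (log2 fold change 0.35, adjusted p = 0.0696) and Nr5a2 (log2 fold change 0.31, adjusted p = 0.100) rose by less, without passing the threshold of 0.05. Without the mean-variance trend the adjusted p of Myc was 0.0491. Ssea1, listed as Fut4, was below the filter, with 0.217 ± 0.0295 FPKM in DMSO and 0.445 ± 0.0282 FPKM in RDF (SD, n = 2 each). All 9 named primed pluripotency genes had a lower mean in RDF, and the 6 of them with a mean of at least 1 FPKM had an adjusted p under 0.05. Lefty2, on chromosome 1 from 182823239 to 182829234, fell from 118 ± 3.29 FPKM to 1.17 ± 0.0300 FPKM (SD, n = 2 each), a log2 fold change of -5.77 (standard error 0.065, adjusted p = 1.04e-06). Its paralog Lefty1, on the same chromosome from 182865153 to 182868531, fell from 20.9 ± 0.806 FPKM to 2.23 ± 0.511 FPKM (SD, n = 2 each), a log2 fold change of -2.77 (standard error 0.120, adjusted p = 0.000291). How Cufflinks divided fragments that match both paralogs is not stated. Acta2 changed by -1.71, Hoxb13 by -1.55, Otx2 by -1.0 and Cldn6 by -0.79 on the log2 scale, with adjusted p between 0.00101 and 0.00767. The other 3 genes were below the filter. T fell from 1.45 ± 0.258 FPKM to 0.367 ± 0.0486 FPKM and Mixl1 from 0.313 ± 0.0494 FPKM to 0.119 ± 0.0452 FPKM (SD, n = 2 each). For Fgf5 the estimated depth puts 2.15 and 1.06 fragments behind the DMSO values and 1.06 and 1.08 behind the RDF values, and a difference was not detectable at this depth.

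**Figure D1:**
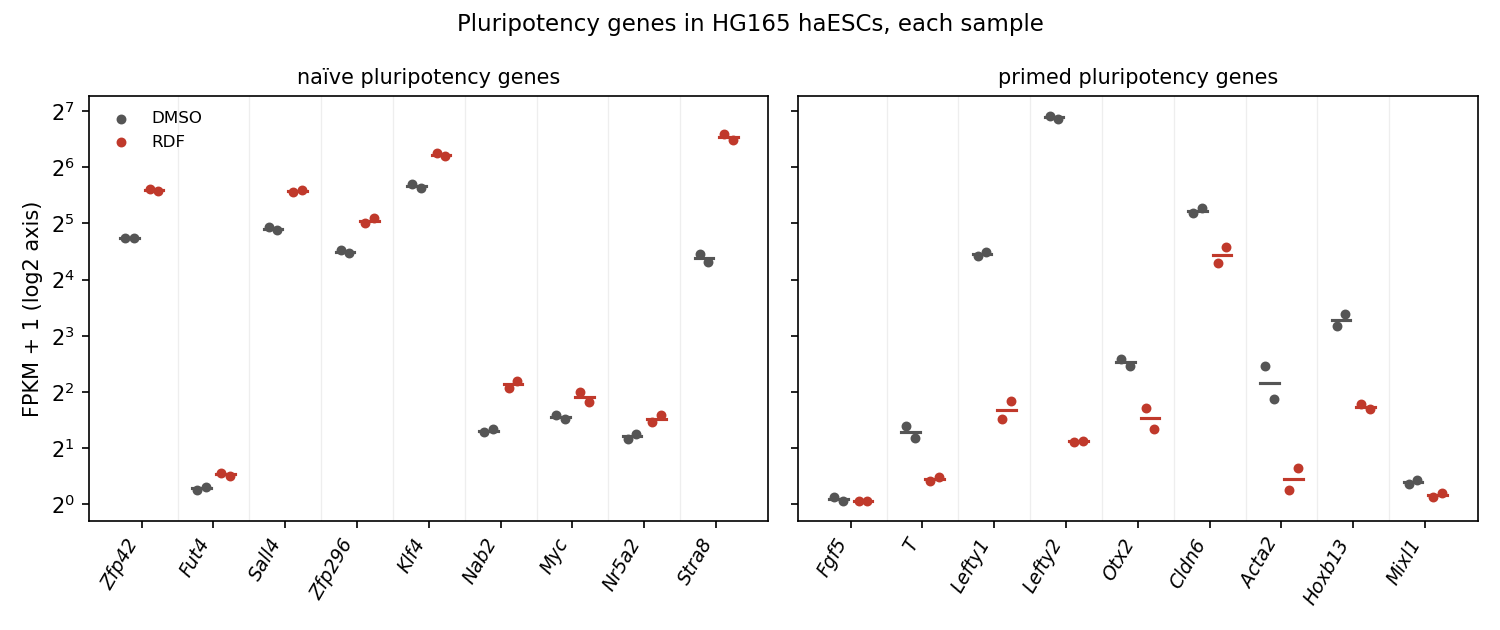
Expression of the named naïve (left) and primed (right) pluripotency genes in HG165 haESCs, as FPKM + 1 on a log2 axis; points are the 2 samples of each condition and bars are their mean on that axis. Apart from Fgf5, whose values lie near 0 FPKM, both RDF samples lie above both DMSO samples for the naïve genes and below them for the primed genes.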

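All 13 of the named positive regulators had a higher mean in RDF, and 9 of the 12 with a mean of at least 1 FPKM had an adjusted p under 0.05 from limma. Ntn1, on chromosome 11 from 68022866 to 68214325, rose from 6.35 ± 0.188 FPKM to 17.6 ± 1.01 FPKM (SD, n = 2 each), a log2 fold change of 1.34 (standard error 0.076, adjusted p = 0.000615). Mycn, on chromosome 12 from 12942902 to 12948720, rose from 13.2 ± 0.361 FPKM to 28.1 ± 0.328 FPKM (SD, n = 2 each), a log2 fold change of 1.04 (standard error 0.061, adjusted p = 0.000678). On the log2 scale the change was 0.69 for Prrx1, 0.67 for E2f3, 0.65 for Cdc14a and 0.52 for Mki67, and it was 0.49 for Cenpf, 0.41 for Rad21 and 0.37 for Orc1. The adjusted p of these 7 genes lay between 0.00603 and 0.0234. Rb1 (log2 fold change 0.20, adjusted p = 0.278) and Tbc1d8, the paper's Tbcld8 (log2 fold change 0.32, adjusted p = 0.0947), did not pass the threshold. Prl2c2 rose from 1.25 ± 0.988 FPKM to 2.89 ± 0.891 FPKM (SD, n = 2 each), a difference of log2 0.84 with an adjusted p of 0.106. The lower of its 2 RDF values was above the higher of its DMSO values, and with the replicate block its adjusted p was 0.0163. Prl2c2 has close paralogs in Prl2c3, Prl2c4 and Prl2c5, among which fragments could have been divided. Terc, the telomerase RNA, was below the filter, with 0.449 and 0 FPKM in the DMSO samples and 1.17 and 0.840 FPKM in the RDF samples, and it has no entry in the annotation used here. All 8 named inhibitory genes had a lower mean in RDF, and 6 of the 7 with a mean of at least 1 FPKM had an adjusted p under 0.05. Gadd45g, on chromosome 13 from 51942047 to 51943837, fell from 81.0 ± 10.6 FPKM to 30.4 ± 1.93 FPKM (SD, n = 2 each), a log2 fold change of -1.38 (standard error 0.098, adjusted p = 0.00119). Col18a1, on chromosome 10 from 76514923 to 76629293, fell from 67.4 ± 1.77 FPKM to 28.1 ± 0.953 FPKM (SD, n = 2 each), a log2 fold change of -1.23 (standard error 0.057, adjusted p = 0.000332). Sfn changed by -1.03 on the log2 scale, Ngfr by -0.98, Cdkn1c by -0.51 and Gadd45a by -0.32, with adjusted p between 0.000947 and 0.0211. Creb3l1 fell by 0.49 on the log2 scale with an adjusted p of 0.0537, which was 0.0468 with median-ratio scaling of the samples and 0.0378 with quantile normalization. Myt1 had 0.0168 FPKM in DMSO replicate 1 and 0 in the other samples, which the estimated depth puts at 0.891 fragments, so that no change of Myt1 was detectable at this depth.

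**Figure D2:**
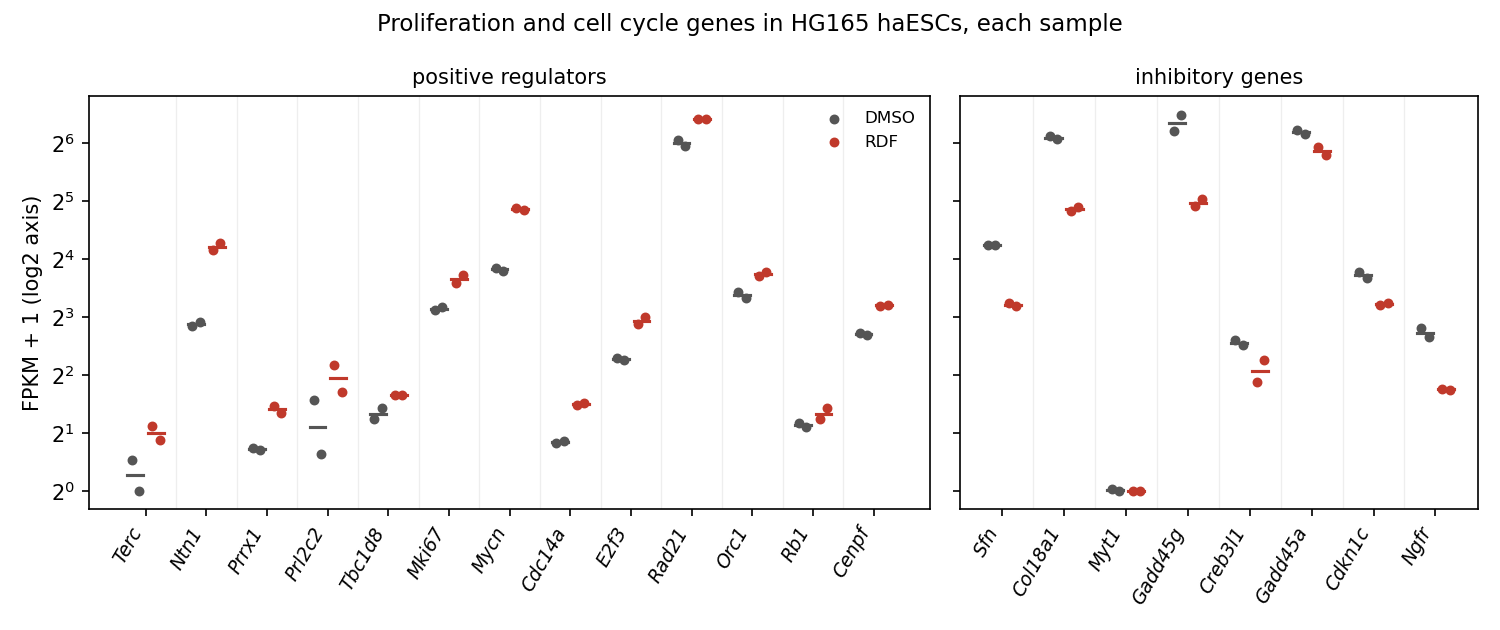
Expression of the named positive (left) and inhibitory (right) proliferation and cell cycle genes in HG165 haESCs, as FPKM + 1 on a log2 axis; points are the 2 samples of each condition and bars are their mean on that axis. Both RDF samples lie above both DMSO samples for every positive gene shown, and below them for every inhibitory gene except Myt1, whose values lie at or near 0 FPKM.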

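The 9 naïve pluripotency genes named in the text had a median log2 fold change of 0.55, and the 9 primed pluripotency genes a median of -1.0. For the 13 positive regulators of proliferation and cell cycle the median was 0.65, and for the 8 inhibitory genes it was -0.74. The medians were set beside those of 10000 random lists of the same size, drawn from genes of similar mean expression. Of these random lists, 0 had a median as high as that of the naïve genes or of the positive regulators, and 0 had a median as low as that of the primed or of the inhibitory genes. The genes were named by the paper for their changes, so these comparisons describe the lists in the 4 libraries and do not test a group of genes chosen in advance. The largest move of a median under another setting was that of the primed genes, to -1.73 with a pseudocount of 0.1 in place of 1.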

Taken together, our data suggested that RDF modulated pluripotency and cell-cycle associated genes.

**Figure 3:**
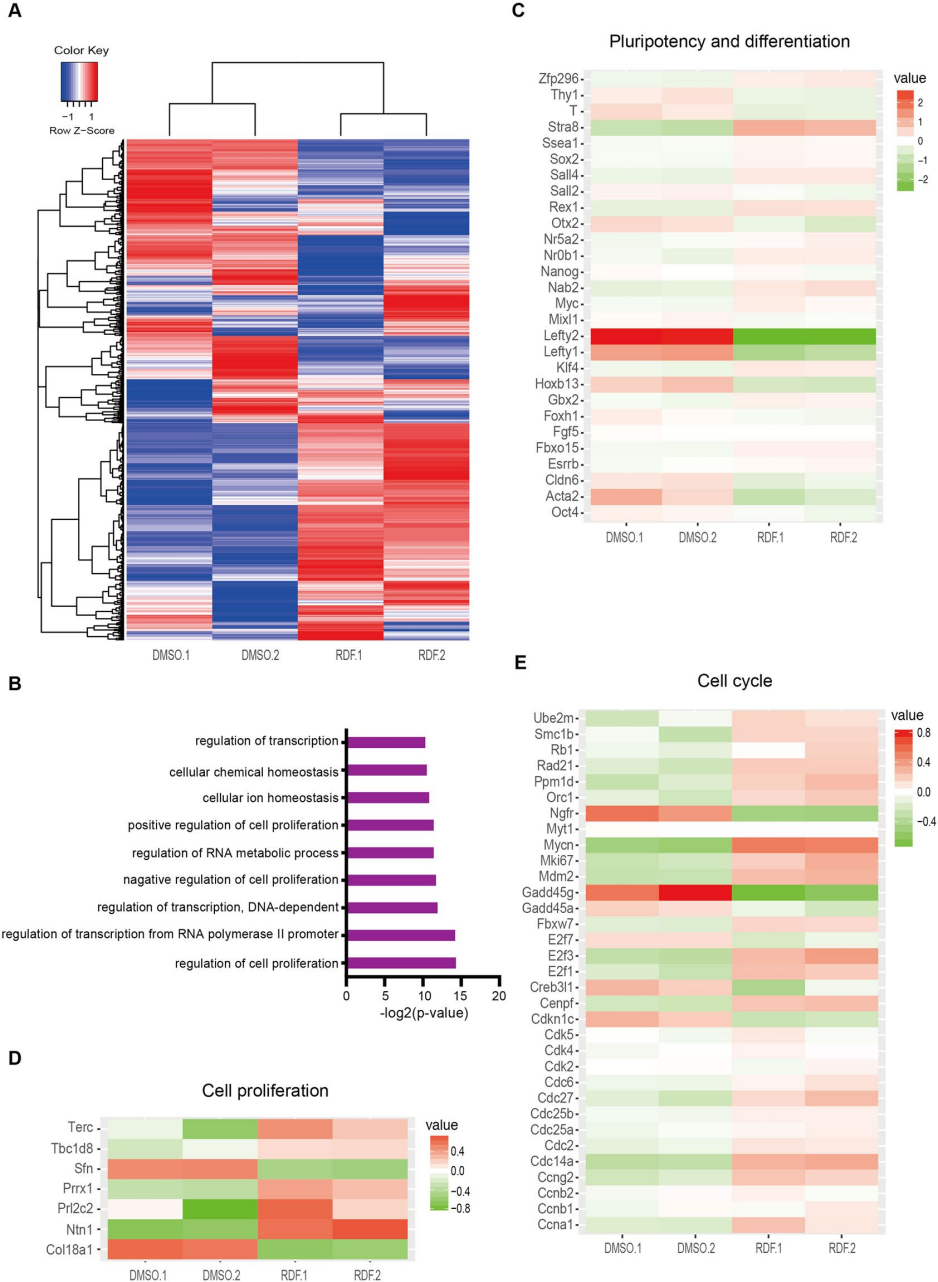
RDF regulates expression profiles of differentiation and proliferation genes. (**A**) Heatmap and hierarchical clustering of RNA-seq data. HaESCs (HG165) treated with DMSO or RDF were compared. (**B**) GO analyses of dysregulated genes (fold change >2). (**C**) Heatmap of pluripotency- and differentiation-related genes in DMSO- and RDF-treated haESCs (HG165). (**D**) Heatmap depicting the expression levels of proliferation genes in haESCs (HG165) treated with DMSO or RDF. (**E**) Heatmap analyses of cell cycle genes in haESCs (HG165) treated with DMSO or RDF.

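Average-linkage clustering of the 4 samples on the correlation of log2(FPKM + 1) over the 11733 genes joined the 2 RDF samples first, then the 2 DMSO samples, and the conditions last. Across genes, Pearson's r was 0.9860 between the DMSO replicates and 0.9897 between the RDF replicates, and it lay between 0.9755 and 0.9796 for the 4 pairs of an RDF and a DMSO sample. Spearman's rho was 0.9883 and 0.9906 within the conditions and between 0.9734 and 0.9762 across them. These correlations run across genes, which are not independent replicates. The mean r within conditions was 0.0110 higher than the mean r between them, and with only the genes of at least 5 FPKM, the alternative that moved it most, it was 0.0144 higher. In a principal component analysis of the same values, the component that separated RDF from DMSO held 59.0% of the variance and the next one held 24.9%. On the latter, replicate 1 of both conditions lay on one side, at 18.2 for DMSO and 5.49 for RDF, and replicate 2 of both on the other, at -16.3 for DMSO and -7.41 for RDF.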

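Of the genes shown in Fig. 3E and not named in the text for a rise or a fall, the cell cycle kinases and the Cdc25 phosphatases changed little. The log2 fold change was 0.20 for Cdk1, the paper's Cdc2 (adjusted p = 0.0475), 0.06 for Cdk4 (adjusted p = 0.486), 0.06 for Cdk5 (adjusted p = 0.574) and -0.01 for Cdk2 (adjusted p = 0.932), all from limma. It was 0.12 for Cdc25b and 0.10 for Cdc25a, with adjusted p of 0.228 and 0.229. Ccnb1 (0.05) and Ccnb2 (0.03) did not differ, with adjusted p of 0.594 and 0.718, and with median-ratio scaling of the samples Ccnb2 changed sign, to -0.0010. Larger rises were those of Mdm2 (log2 fold change 0.57, adjusted p = 0.00390), Ppm1d (0.46, adjusted p = 0.0185), E2f1 (0.46, adjusted p = 0.00684), Cdc27 (0.41, adjusted p = 0.0212) and Ube2m (0.30, adjusted p = 0.0423). Smc1b (0.34, adjusted p = 0.0712), Fbxw7 (0.32, adjusted p = 0.0851) and E2f7 (-0.28, adjusted p = 0.131) did not pass the threshold of 0.05. With median-ratio scaling the adjusted p was 0.0771 for Cdk1 and 0.0623 for Ube2m.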

### RDF reduces the exit from naïve pluripotency

We next assessed RDF’s effect on the pluripotency of haESCs. ESCs have two types of pluripotent states: naïve state and primed state, which can switch from one to the other in different culture conditions^26–30^. Naïve pluripotent ESCs possess tight, dome-shaped colony, low heterogeneity as well as high-level expression of alkaline phosphatase, whereas primed pluripotent ESCs exhibit flat morphology, strong differentiation tendency, high heterogeneity, and low alkaline phosphatase activity^26,29,31–34^. Because a cohort of naïve pluripotency genes was up-regulated and some primed pluripotency genes were down-regulated in RDF-treated haESCs (Fig. 3C), we hypothesized that RDF might impede exit from naïve pluripotency. Indeed, haESCs cultured in the ES medium gradually acquired a flatten morphology, though still expressing Oct4 (Fig. 4A; Supplementary Fig. S2A,E), which is expressed in both naïve and primed pluripotent ESCs. 

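Fig. 3C also shows 10 genes that the text does not list with the RNA-seq data. Nr0b1 rose from 54.3 ± 5.76 FPKM to 79.0 ± 0.897 FPKM (SD, n = 2 each), a log2 fold change of 0.54 (standard error 0.079, adjusted p = 0.00833 from limma). Fbxo15, Sox2 and Gbx2 rose by 0.36, 0.26 and 0.37 on the log2 scale, with adjusted p of 0.00677, 0.0187 and 0.0426. Esrrb rose by 0.20 with an adjusted p of 0.0633, which was 0.0406 with the replicate block, whereas that of Gbx2 was 0.0511 with the block. Nanog had 48.3 ± 1.82 FPKM in DMSO and 46.6 ± 5.68 FPKM in RDF (SD, n = 2 each), a difference smaller than the spread between the RDF replicates (log2 fold change -0.06, adjusted p = 0.682). Oct4, listed as Pou5f1, fell from 1254 ± 43.9 FPKM to 985 ± 64.7 FPKM (SD, n = 2 each), a log2 fold change of -0.35 (standard error 0.077, adjusted p = 0.0261). Thy1 changed by -0.67 (adjusted p = 0.00591) and Foxh1 by -0.33 (adjusted p = 0.0320) on the log2 scale. Sall2, below the filter, had 0.947 ± 0.0261 FPKM in DMSO and 0.548 ± 0.122 FPKM in RDF (SD, n = 2 each). From the rise of naïve pluripotency genes together with the fall of primed pluripotency genes, the paper proposes that RDF holds haESCs back from leaving naïve pluripotency. As RDF contains an inhibitor of TGF-β pathways, primed genes that these pathways drive could fall without a change of state. Which of the 2 lowered the named primed genes was not tested here.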

Quantitative real-time PCR (Q-PCR) analyses also showed that naïve pluripotency genes, such as *Rex1*, *Nanog* and *Esrrb* were significantly down-regulated over time (Fig. 4B and Supplementary Fig. S2B), whereas the expression levels of primed pluripotency genes including *Otx2*, *Fgf*5, *Claudin6* and *Gata4* were up-regulated (Fig. 4C and Supplementary Fig. S2C), indicating that haESCs cultured in ES medium tend to gradually exit naïve pluripotency. We found that RDF-treated haESCs maintained dome-shaped colonies morphology (Fig. 4A and Supplementary Fig. S2A), and expressed higher levels of naïve pluripotency markers and lower levels of primed pluripotency markers compared with mock-treated cells (Fig. 4B,C; Supplementary Fig. S2B,C). Consistently, the clonogenic assay showed that RDF treatment notably increased the numbers of alkaline phosphatase-positive colonies (Fig. 4D), and enhanced alkaline phosphatase activity (Fig. 4E and Supplementary Fig. S2D). Immunofluorescence analyses also showed that RDF, as well as the combination of 2i and RDF, promoted the homogeneous expression of Naong in haESCs, which was similar to the effect of 2i (consisting of CHIR99021 and PD0325901) (Supplementary Fig. S2F), suggesting that RDF enhanced the homogeneity of naïve haESCs. Because AG-haESCs were derived in 2i medium^4–6^, we further compared the diploidization rates between AG-haESCs cultured in RDF-supplemented medium and those in 2i-supplemented medium. Interestingly, RDF was more effective than 2i on inhibiting self-diploidization (Supplementary Fig. S2H). Taken together, these results demonstrated that RDF promoted the naïve pluripotency of haESCs and decreased haESC heterogeneity.

**Figure 4:**
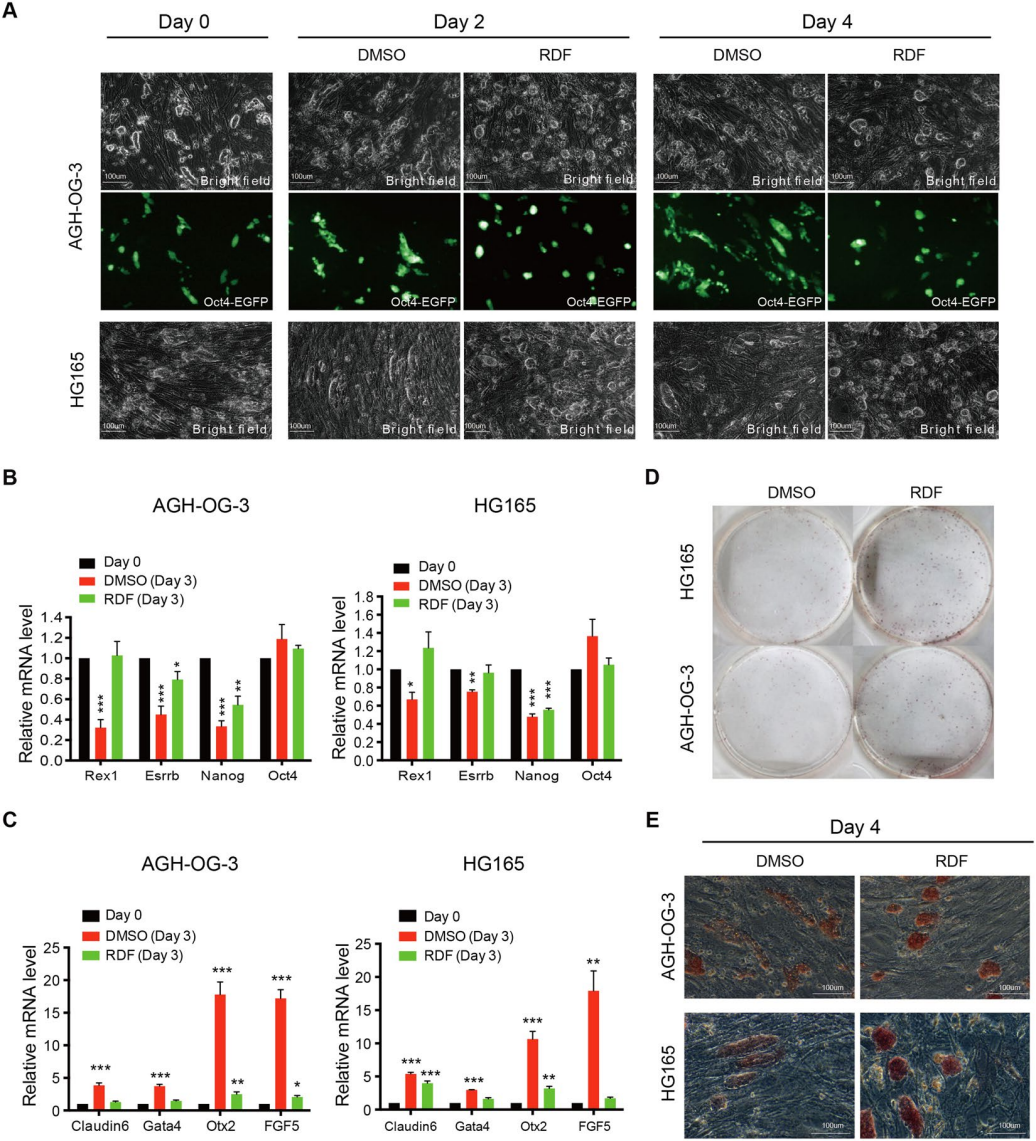
RDF enhances naïve pluripotency of haESCs. (**A**) Representative morphologies of DMSO- and RDF-treated AG-haESCs (AGH-OG-3; HG165). Freshly sorted haESCs were plated on feeder cells, and the images were captured at the indicated time points. Top: phase contrast; Middle: Oct4-EGFP; Bottom: phase contrast. (**B**) Q-PCR analyses of naïve pluripotency markers in AG-haESCs treated as in (**A**). Data are shown as means ± sem. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, Day 3 cells vs Day 0 cells. (**C**) Q-PCR analyses of primed pluripotency genes in AG-haESCs. Data are shown as means ± sem. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, Day 3 cells vs Day 0 cells. (**D**) Clonogenicity assay. HaESCs were plated on gelatin-coated plates without feeder cells, and were analyzed for alkaline phosphatase activity. (**E**) Alkaline phosphatase staining of DMSO- and RDF-treated AG-haESCs. HaESCs were cultured in ES medium on feeder cells.

### RDF regulates cell cycle transition of haESCs

Previous studies have shown that the progression of cell cycle plays an important role in the exit from naïve pluripotent state of ESCs^23,25,35–37^. Therefore, we attempted to determine whether RDF could modulate the cell cycle profile of haESCs. Consistent with our RNA-seq data (Fig. 3C,D), RDF notably shortened the doubling time of haploid ESCs (Fig. 5A), without affecting the apoptosis of haESCs (Supplementary Fig. S3A,B). Interestingly, only the length of S-G2\M phases was shortened by RDF, while the G1-phase length maintained (Fig. 5B,C). In both AG- and PG-haESCs, RDF treatment significantly increased the percentage of S-phase cells and decreased the percentage of G2/M-phase cells, without influencing the percentage of G1-phase cells (Fig. 5D–G). On the contrary, RDF did not alter the cell cycle of haESC-derived diploid ESCs or normal diploid ESCs (Supplementary Fig. S3C–F). These data demonstrated that RDF facilitated haESC proliferation by accelerating S-G2\M-phase progression.

**Figure 5:**
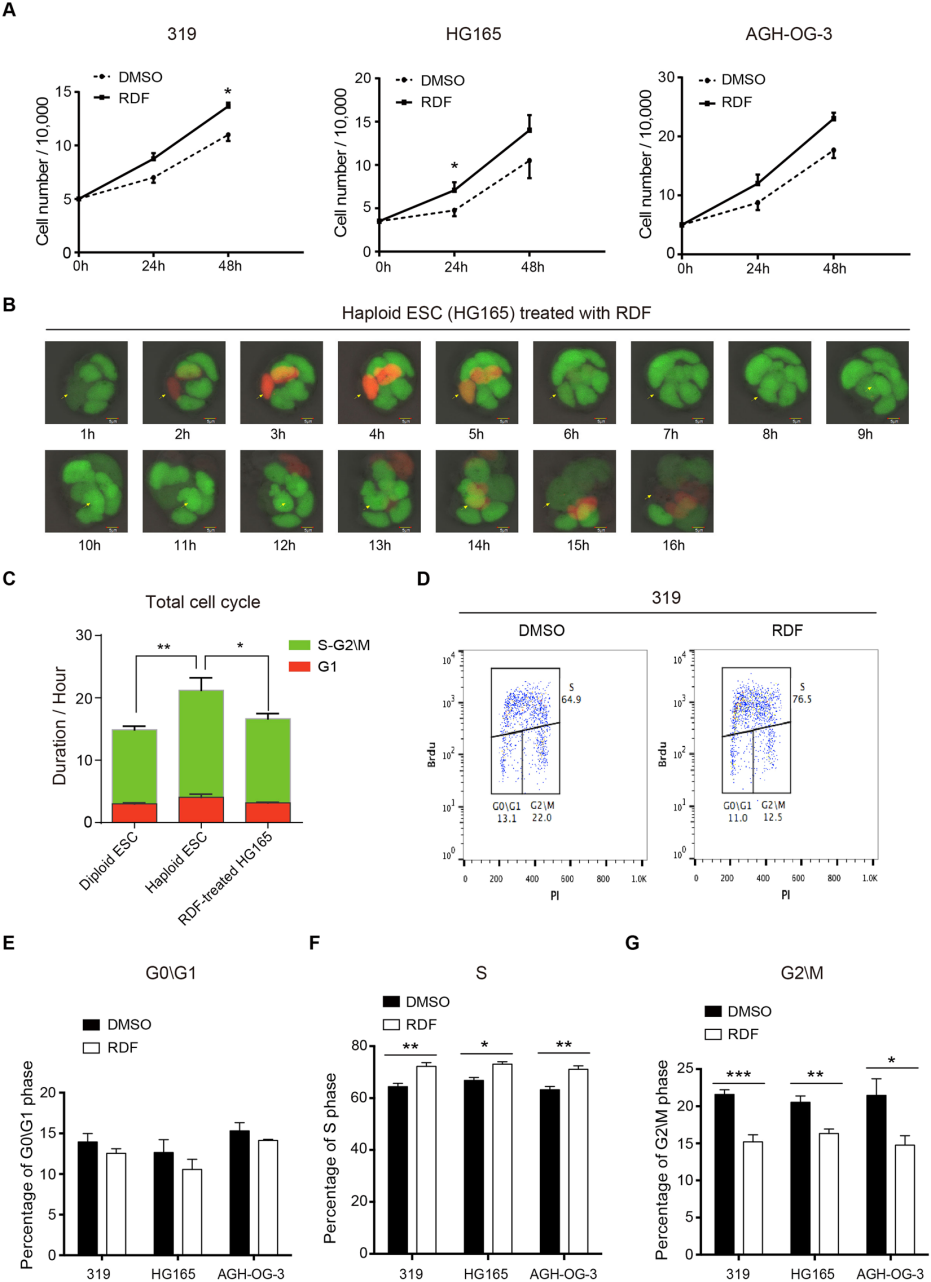
RDF promotes haESC proliferation through accelerating cell cycle progression. (**A**) Growth rates of PG (319)- and AG (HG165; AGH-OG-3)-haESCs treated with DMSO or RDF under feeder-free condition. Data are shown as means ± sem. ^*^P < 0.05, RDF-treated cells vs DMSO-treated cells at the same time point. (**B**) Time-lapse imaging of cell cycle-dependent fluorescence changes in RDF-treated AG-haESCs (HG165). Arrows indicate cells that were tracked. (**C**) Quantification of total cell cycle duration of diploid ESCs, haESCs, and RDF-treated haESCs. The time-lapse images of these cells were shown in Fig. 1F, Fig. 1G, and Fig. 5B, respectively. The haESCs used were the HG165 line, and the diploid ESCs were derived from HG165 haESCs. Data are shown as means ± sem. ^*^P < 0.05, ^**^P < 0.01, Diploid ESC or RDF-treated HG165 vs Haploid ESC. (**D**) Cell cycle distributions in PG-haESCs (319) treated with DMSO or RDF. Freshly sorted haESCs were cultured in ES medium with or without RDF, and their cell cycle distributions were determined by flow cytometry at day 5. (**E**–**G**) The percentages of G0\G1-phase cells (**E**), S-phase cells (**F**), and G2\M-phase cells (**G**) in PG (319)- and AG (HG165; AGH-OG-3)-haESCs treated as in (**D**). Data are shown as means ± sem. *P < 0.05, **P < 0.01, ***P < 0.001, RDF-treated cells vs DMSO-treated cells.

RNA-seq analyses also showed that RDF regulated the expressions of S-phase genes (*Mki67*, *Ccng2*, *Orc1*, *E2f2*, *Gadd45g*, *Gadd45a*, *Cdc6*, *Rrm2*) and G2/M-phase genes (*Ccna1*, *Rad21*, *Rb1*, *Nek1*, *Cenpf*, *Myt1*) (Fig. 3E). 

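Of the 8 S-phase genes, 6 were higher and 2 were lower in RDF-treated haESCs, with a median log2 fold change of 0.18. Among 10000 random lists of genes of similar expression, 391 had a median at least as high. Besides genes whose values stand with the proliferation genes above, Ccng2, on chromosome 5 from 93696283 to 93705257, rose from 21.5 ± 0.786 FPKM to 28.9 ± 0.866 FPKM (SD, n = 2 each), a log2 fold change of 0.41 (standard error 0.062, adjusted p = 0.00878 from limma). Rrm2 rose from 220 ± 3.01 FPKM to 253 ± 7.49 FPKM (SD, n = 2 each), a log2 fold change of 0.20 with an adjusted p of 0.0494, which was 0.0777 with median-ratio scaling. Cdc6, on chromosome 11 from 98769115 to 98785254, had 16.0 ± 0.0619 FPKM in DMSO and 18.0 ± 0.665 FPKM in RDF (SD, n = 2 each). Both RDF values of Cdc6 were above both DMSO values, but its log2 fold change of 0.16 (standard error 0.064, adjusted p = 0.127) did not pass the threshold of 0.05. A correction chosen after seeing the data removed each sample's smooth trend on GC content and transcript length. It left a log2 fold change of 0.05 for Cdc6 (adjusted p = 0.524 from limma), 0.37 for Ccng2 and 0.18 for Rrm2. E2f2 was below the filter, with 0.686 ± 0.0658 FPKM in DMSO and 0.862 ± 0.0443 FPKM in RDF (SD, n = 2 each). Of the 6 G2/M-phase genes, 5 were higher in RDF and the remaining one was Myt1. Their median log2 fold change was 0.27, and 22 of 10000 random lists had a median at least as high. With the random lists matched on transcript length too, 122 had a median as high as that of the G2/M-phase genes and 497 as high as that of the S-phase genes. The paper named these genes from the same RNA-seq data, so the comparisons describe the lists and do not test genes chosen in advance. Nek1 did not pass the threshold (log2 fold change 0.17, adjusted p = 0.219). After the correction for GC content and length, the log2 fold change was 0.01 for Nek1 and 0.05 for Rb1. It was 0.33 for Rad21 and 0.27 for Cenpf. Ccna1 was below the filter, with 0.0596 ± 0.00709 FPKM in DMSO and 0.350 ± 0.0974 FPKM in RDF (SD, n = 2 each), which the estimated depth puts at 0.973 and 0.967 fragments in the DMSO samples and 8.07 and 4.98 fragments in the RDF samples.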

We further carried out Q-PCR analyses to validate the expression change of cell cycle regulators. Indeed, RDF treatment significantly reduced the expression of *Myt1*, a negative regulatory gene of G2/M-phase transition, and increased the expression of *Cdc6*, an essential regulator of DNA replication in S phase (Supplementary Fig. S4A,B,C). Although RDF and 2i had comparable effect on promoting pluripotent gene expressions (Supplementary Fig. S2G), only RDF significantly increased the expression level of *Cdc6* (Supplementary Fig. S4D,E), suggesting that RDF but not 2i might stabilize haESCs through regulating cell cycle progression. Since it has been reported that promoter DNA methylation of key regulatory genes could critically regulate cell cycle progression and ESC pluripotency^38–40^, we next examined whether RDF treatment could change the promoter DNA methylation of differentially expressed cell cycle genes. Among the genes we examined, RDF treatment resulted in a decrease of DNA methylation at the *Cdc6* promoter but an increase of DNA methylation at the *Fgf5* promoter (Supplementary Fig. S4F), consistent with their expression changes (Fig. 4C; Supplementary Figs S2C and S4A–E). Our findings suggested that RDF modulated a set of pluripotency and cell cycle genes through altering their promoter DNA methylation.

### RDF/PD166285/2i supports long-term maintenance of haESC haploidy

To compare the effects of RDF and Wee1 kinase inhibitor on haESC haploidy, we firstly treated haESCs with RDF or Wee1 kinase inhibitor (PD166285) in the absence of 2i. PD166285 slightly reduced the diploidization of HG165 (AG-haESC) line (Supplementary Fig. S5A), but not AGH-OG-3 (AG-haESC) and 319 (PG-haESC) lines (Supplementary Fig. S5D,G), suggesting that the inhibitory effect of PD166285 on haESC diploidization was cell line dependent. On the contrary, RDF inhibited the self-diploidization of both AG- and PG-haESCs remarkably (Supplementary Fig. S5A,D and G). Moreover, Q-PCR and western blot analyses revealed that RDF neither changed Wee1 kinase expression at mRNA or protein level (Supplementary Fig. S5B,E,H and J), nor altered the expression of Wee1 kinase upstream regulators (Supplementary Fig. S5C,F and I), indicating that Wee1 kinase inhibitor and RDF functioned through different pathways.

We subsequently examined the effectiveness of RDF in the presence of 2i. Surprisingly, RDF decreased cell proliferation of haESCs in 2i condition (Supplementary Fig. S6A–C), leading to significant cell death after prolonged culture. However, when both RDF and PD166285 were added to the 2i culture medium, the cells could proliferate normally probably due to the growth promotion effect of PD166285 (Supplementary Fig. S6A–C). More importantly, the combination of RDF and PD166285 functioned better than RDF alone in stabilizing haploidy (Supplementary Fig. S6D). Therefore, RDF/PD166285/2i appeared to be an ideal culture condition for haESCs. To further evaluate the effectiveness of RDF/PD166285/2i, 1N cells freshly purified from haESCs were immediately cultured in 2i medium supplied with different chemicals for a relatively long period (Fig. 6A). We found that haESCs treated with RDF/PD166285/2i exhibited a very high ratio of haploid 1N cells and an evidently low ratio of diploid 4 N cells (Fig. 6B and F). Karyotype analyses also showed that haESCs treated with RDF/PD166285/2i displayed a higher percentage of haploid karyotype cells compared with haESCs treated with PD166285/2i or 2i alone (Fig. 6C,G; Supplementary Fig. S6E), consistent with FACS profiles. The haploid state could be well maintained for five weeks after RDF/PD166285/2i treatment without FACS enrichment (Fig. 6D,E). In addition, single colony assay revealed that the survived colonies after RDF/PD166285/2i treatment for 35 days contained a significant higher percentage of haploid 1N cells, compared with the survived colonies cultured in 2i medium supplied with or without PD166285 (Fig. 6H). Interestingly, RDF/PD166285/2i not only increased *Cdc6* expression, but also upregulated the expression of *Cdk2*, which is essential in S- and G2-phase (Supplementary Fig. S6F). Because Wee1 kinase has been reported to inhibit Cdk2^41^, RDF/PD166285/2i treatment might up-regulate *Cdk2* through inhibiting Wee1 kinase by PD166285. Importantly, haESCs cultured in RDF/PD166285/2i condition could efficiently contribute to somatic and germline cells in E13.5 chimeric embryos (Fig. 6I and Supplementary Fig. S6G). Thus, our data suggested that the RDF/PD166285/2i combination  was suitable for long-term maintenance of haESCs.

**Figure 6:**
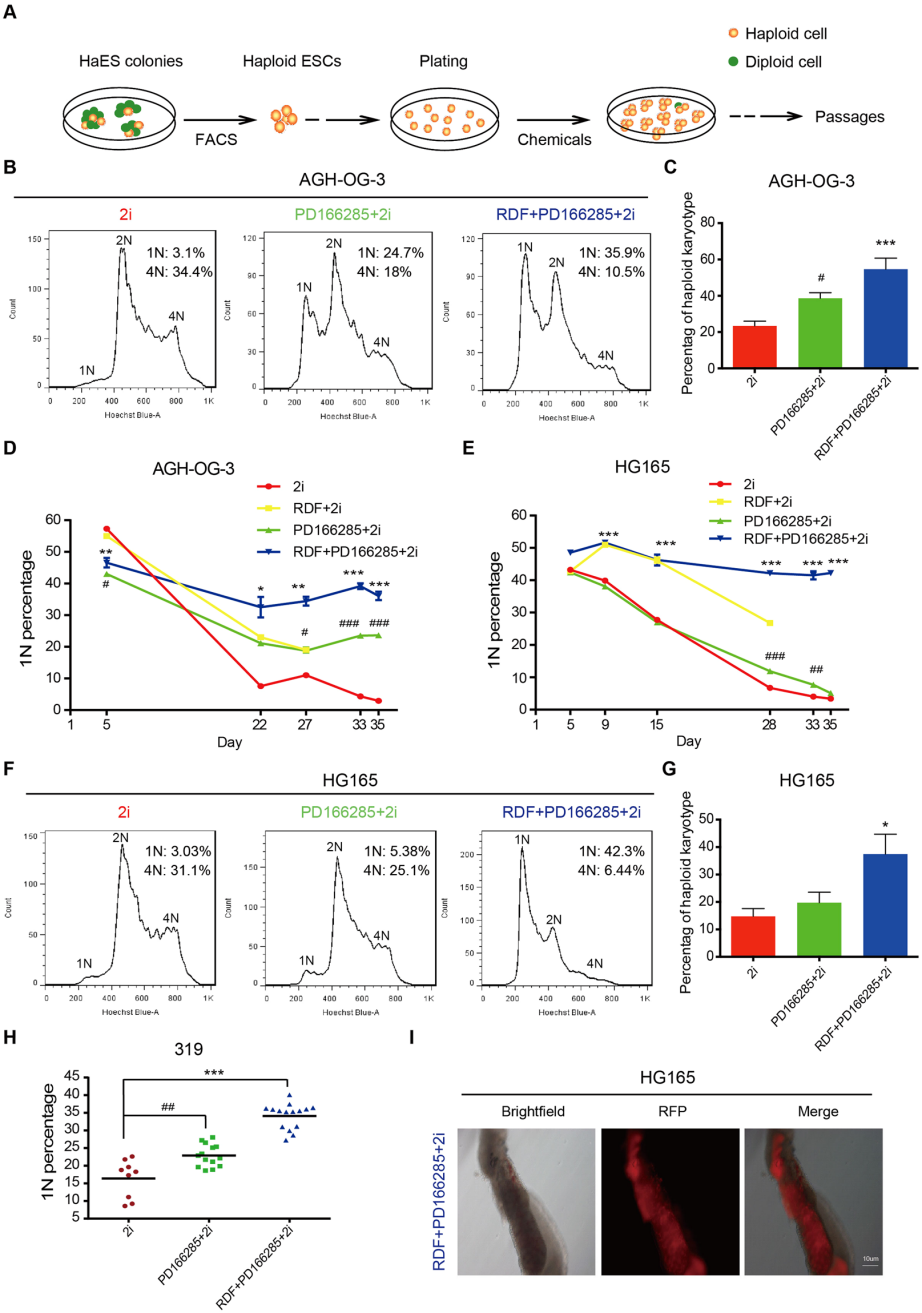
RDF/PD166285/2i supports long-term haploidy maintenance of haESCs. (**A**) Schematic of the experimental design to test the effect of chemicals. (**B**) Representative DNA contents in AG-haESCs (AGH-OG-3) treated with DMSO, 300 nM PD166285 alone, or the combination of RDF and PD166285 in 2i medium for 35 days. Percentages of 1 N and 4N cells were shown. The passage number of AGH-OG-3 was passage 58. (**C**) Percentages of cells with haploid karyotype in AG-haESCs (AGH-OG-3) treated as in (**B**) for 20 days. The number of examined karyotypes in 2i-, PD166285/2i-, and RDF/PD166285/2i-treated cells was 152, 81 and 117, respectively. Data are shown as means ± sem. ^#^P < 0.05, PD166285/2i-treated cells vs 2i-treated cells; ***P < 0.001, RDF/PD166285/2i-treated cells vs 2i-treated cells. (**D**) Flow cytometry analyses of the ratio of haploid 1 N cells in AG-haESCs (AGH-OG-3) treated with DMSO, RDF, PD166285, or the combination of RDF and PD166285 under 2i medium. Data are shown as means ± sem. ^#^P < 0.05, ^###^P < 0.001, PD166285/2i-treated cells vs 2i-treated cells at the same day; ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001, RDF/PD166285/2i-treated cells vs 2i-treated cells at the same day. (**E**) Percentages of 1 N cells in AG-haESCs (HG165) treated as in (**D**). Data are shown as means ± sem. ^##^P < 0.01, ^###^P < 0.001, PD166285/2i-treated cells vs 2i-treated cells at the same day; ^***^P < 0.001, RDF/PD166285/2i-treated cells vs 2i-treated cells at the same day. (**F**) Representative flow cytometry results of DNA contents in AG-haESCs (HG165) treated as in (**B**) for 35 days. The ratio of 1N or 4 N cells was represented. The passage number of HG165 was passage 38. (**G**) Percentages of cells with haploid karyotype in AG-haESCs (HG165) treated as in (**B**) for 20 days. The number of examined 2i-, PD166285/2i-, and RDF/PD166285/2i-treated cells was 113, 67 and 97, respectively. Data are shown as means ± sem. ^*^P < 0.05, RDF/PD166285/2i-treated cells vs 2i-treated cells. (**H**) Single colony assay. Single colonies derived from PG-haESCs (319) were cultured in 2i/LIF medium supplemented with DMSO, PD166285, or the combination of RDF and PD166285 for 35 days. Data are shown as means ± sem. ^##^P < 0.01, PD166285/2i-treated cells vs 2i-treated cells; ***P < 0.001, RDF/PD166285/2i-treated cells vs 2i-treated cells. (**I**) Representative images of the chimeric gonads. RFP fluorescence suggested the chimeric contribution of HG165-haploid cells. Cells were cultured in RDF/PD166285/2i condition for 15 days before injection. Left: Brightfield; Middle: Fluorescence; Right: Merge.

## Discussion

Abnormal cell cycle progression, such as cell cycle arrest, induces ESC differentiation or apoptosis^42,43^. Compared to most other cells, ESCs exhibit a shortened cell cycle, characterized by a short G1-phase and a high proportion of S-phase cells. However, the lengths of G2- and M-phases are comparable between ESCs and other cells^44–46^. Our results showed that haESCs exhibited a prolonged G2/M phase compared to diploid ESCs, and RDF could shorten the duration of S-G2/M phases from 19 hours to 13 hours, suggesting that RDF might inhibit haESC diploidization by reducing the errors in S-G2/M phases and shortening the duration of S-G2/M phases. This is consistent with our recent report that prolonging prometaphase/metaphase of M phase by nocodazole or STLC treatment increased the diploidization rate of haESCs, whereas shortening prometaphase/metaphase by Aurora B overexpression significantly decreased self-diploidization rate^47^.

Environmental cues can trigger different responses in ESC cultures, leading to distinct gene expression networks under different culture conditions^48,49^. In this study, we found that RDF/PD166285 could facilitate long-term maintenance of haESCs in the 2i culture medium, but not in the ES medium, indicating that the culture condition is also critical in stabilizing the haploid state. It has been reported that PD166285 not only targets Wee1 kinase, but also inhibits the tyrosine kinase c-Src. While c-Src is involved in stimulating mouse ESC proliferation in the ES medium^50^, its activation promotes differentiation in the 2i medium^51^. Therefore, by inhibiting c-Src, PD166285 might block RDF’s proliferation promotion effect on haESCs in the ES medium, but functions together with RDF in the 2i culture medium to promote cell proliferation and naïve pluripotency, resulting in an effective stabilization of haESC haploidy.

Self-diploidization is an intrinsic feature of haESCs, and the diploidization rate varies among different cell lines. For example, PG-haESC line 319 showed a higher diploidization rate than two AG-haESC lines (AGH-OG-3 and HG165). And among the AG-haESC lines used in this study, the A7 line which was derived from an old mouse exhibited higher diploidization rate than the other two lines derived from young mice (AGH-OG-3 and HG165), suggesting that the age of mice from which haESCs were derived might also affect self-diploidization rate. Thus, it is important to use multiple independent haESC lines to study the mechanism of self-diploidization. Using multiple haESC lines, we found that both AG- and PG-haploid ESCs exhibited lower proliferation rates than diploid ESCs. Interestingly, such proliferation difference between haploid and diploid ESCs was not observed in previous reports^1,7^, therefore examining the haESC lines used in those studies might provide further insight into the mechanism of haESC self-diploidization.

ESC differentiation provides a competitive strategy for tissue regeneration and cell therapy^52,53^. Recently, it has been reported that mouse ESCs could generate functional haploid gametes (i.e., haploid spermatid-like cells and female mature oocytes) *in vitro* ^54,55^. However, such *in vitro* gametogenesis of diploid ESCs required gonadal somatic cells derived from embryos, limiting the application of this approach in human clinical research. Given the haploid nature of haESCs, it is highly possible that under appropriate conditions haESCs could differentiate into haploid gametes efficiently without the need of embryo-derived gonadal somatic cells. Despite their unstable nature, haESCs also provide new possibilities in many aspects, including facilitating large-scale genetic screen and understanding genome evolution and functions. Thus, our study not only reports an effective chemical cocktail that supports long-term maintenance of haESC haploidy, but also promotes future applications of haESCs in many exciting research areas.

## Methods

### Derivation of haESCs

All animal methods were performed in accordance with the guidelines of the Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences. All experimental procedures were authorized by the Animal Care and Use Committee of the Shanghai Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences. Mouse haESCs were established as previously described^1,2,4,6^. All AG- and PG-haESCs used in this study were established from C57BL/6 mice. Androgenetic A7-haploid cell line was derived from elderly mouse, while androgenetic haploid cell lines AGH-OG-3 and HG165 were generated from young mice. Androgenetic AGH-OG-3 and parthenogenetic 319 haESCs were established from OCT4-EGFP transgene mice. For chimera formation experiments, HG165 haESCs were transfected with a piggyBac transposon vector to stably express RFP.

### HaESCs culture

Mouse AG- and PG-haESCs were cultured on feeder cells with ES medium or 2i culture medium^54^. ES medium consisted of DMEM with 15% fetal bovine serum (Thermo Fisher Scientific), 1% nucleosides (EMD Millipore), 1% glutamax (Thermo Fisher Scientific), 1% non-essential amino acid (Thermo Fisher Scientific), 1% β-mercaptoethanol (EMD Millipore), 1000 U/ml leukemia inhibitory factor (LIF; EMD Millipore), 100 U/ml penicillin and 100 μg/ml streptomycin. 2i culture medium contained the above ES medium supplemented with 3 μM CHIR99021 (Tocris) and 1 μM PD0325901 (Tocris). In general, haESCs were cultured in ES medium, unless noted otherwise. Feeder cells were not used in most of our experiments except in haploid percentage analyses, morphology analyses, and alkaline phosphatase staining. For single colony assay, 16 single colonies were segregated from PG-haESCs (the 319 line), and sequentially passaged in ES medium supplemented with 2i, PD166285/2i, or RDF/PD166285/2i.

### Flow cytometry analysis and cell sorting

HaESCs were trypsinized, and stained with Hoechst33342 for 30 mins at 37 °C. For cell sorting, haploid G1-phase and diploid G2\M-phase cells were purified on BD FACSAria^TM^ II machine. For flow cytometry, the DNA contents of haESCs with or without chemicals treatment were detected on BD LSR II  machine. Cell apoptosis assay was carried out following the manufacturer’s protocol (Biolegend, 640930). Data were analyzed with the FlowJo software (Tree Star).

### Real-time quantitative PCR

Total RNA was isolated from haESCs with TRIzol (Sigma) reagent, and then reverse transcribed with M-MLV Reverse Transcriptase (Promega) following manufacturers’ instructions. Real-time quantitative PCR was performed on Stratagene MX3000P (Agilent Technologies) with 2 × JumpStart TaqReadyMix (Sigma) and EvaGreen Dye (Biotium). The relative expression values were normalized to the internal control *Gapdh*. Primer sequences are listed in Table 1.

**Table 1:** RT-qPCR Primer Sequences.

Gene	Sense (5′ to 3′)	Anti-sense (5′ to 3′)
Rex1	TCCAAGGAGCTGAACTCCT	CGTCTTGCTTTAGGGTCAGTT
Nanog	CAGGTGTTTGAGGGTAGCTC	CGGTTCATCATGGTACAGTC
Esrrb	CATGAAATGCCTCAAAGTGGG	AAATCGGCAGGTTCAGGTAG
Oct4	TCTTTCCACCAGGCCCCCGGCTC	TGCGGGCGGACATGGGGA GATCC
Otx2	CCATGACCTATACTCAGGCTTCAGG	GAAGCTCCATATCCCTGGGTGGAAAG
Claudin6	TGCAAGGTGTATGACTCACTGT	GACGAGACTTGGAGTTCCTATCT
Fgf5	AAAGTCAATGGCTCCCACGAA	GGCACTTGCATGGAGTTTTCC
Gata4	CCTGGAAGACACCCCAATCTC	AGGTAGTGTCCCGTCCCATCT
Cdk2	CCTGCTTATCAATGCAGAGGG	TGCGGGTCACCATTTCAGC
Cdk4	ATGGCTGCCACTCGATATGAA	TCCTCCATTAGGAACTCTCACAC
Cdk6	GGCGTACCCACAGAAACCATA	AGGTAAGGGCCATCTGAAAACT
Cyclin D	GCGTACCCTGACACCAATCTC	CTCCTCTTCGCACTTCTGCTC
Cyclin E1	GTGGCTCCGACCTTTCAGTC	CACAGTCTTGTCAATCTTGGCA
Cyclin A	GCCTTCACCATTCATGTGGAT	TTGCTCCGGGTAAAGAGACAG
Cdc2	CGAGTTCACACGACAAGCCT	GGAGTCACAAACGGTTCAGTTC
Cyclin B	AAGGTGCCTGTGTGTGAACC	GTCAGCCCCATCATCTGCG
Cdk5	CCCTGAGATTGTGAAGTCATTCC	CCAATTTCAACTCCCCATTCCT
Myt1	ACCTCCCATACCTCTGTCCAG	GCGAACCTCCACGATGACTG
Cdc25a	TTGCGGGCTGTTTGACTCC	GGGTCACTGTCCAAAATGTTCT
Cdc25b	TCCGATCCTTACCAGTGAGG	GGTCTCTGGAAGCGCACATT
Cdc25c	GTTTCAGCACCCAGTTTTAGGT	AGAATGCTTAGGTTTGCCGAG
Cdc6	TGGCATCATACAAGTTTGTGTGG	CAGGCTGGACGTTTCTAAGTTTT
E2f1	CTCGACTCCTCGCAGATCG	GATCCAGCCTCCGTTTCACC
Fzr1	GTTTCAGAGATGCGGAGAACC	CAGGCCGTCTTTGCCATTG
Wee1 kinase	GTCGCCCGTCAAATCACCTT	GAGCCGGAATCAATAACTCGC
Fgfr1	GCAGAGCATCAACTGGCTG	GGTCACGCAAGCGTAGAGG
Cry1	CACTGGTTCCGAAAGGGACTC	CTGAAGCAAAAATCGCCACCT
Cry2	CACTGGTTCCGCAAAGGACTA	CCACGGGTCGAGGATGTAGA
Bmal1	TTTGTTTGTCGTAGGATGTGACC	CGCAGTGTCCGAGGAAGATA
Gapdh	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA

### Clonogenicity assay and alkaline phosphatase staining

For clonogenicity assay, 600 haESCs were plated in one well of a 6-well plate coated with gelatin, and cultured in ES medium added with DMSO or RDF for 3 days. These cells were fixed with 4% paraformaldehyde solution and then stained for alkaline phosphatase activity. The procedures of alkaline phosphatase staining were performed as described previously^56^. Alkaline phosphatase-positive colonies were captured under Zeiss fluorescence microscope.

### Cell cycle percentage analyses

To avoid the contamination of haploid cell-derived diploid cells in haESC cultures, freshly sorted haESCs were used within seven days. ESCs were labeled with 10 μM BrdU for 30 mins at 37 °C, and fixed with 70% ethanol overnight at 4 °C. After treated with 2N HCl/0.5% Triton X-100 solution for 30 mins at room temperature, cells were neutralized with 0.1 M sodium borate for 2 mins. Cells were incubated with anti-Brdu antibody (1:500, AbD Serotec) for 1 hour at room temperature, and stained with Alexa Fluor 488 secondary antibody (1:500) for 30 mins. Then, cells were treated with 10 μg/ml RNase A and 20 μg/ml propidium iodide for 30 mins. The stained cells were analyzed on BD LSR II machine.

### Injection of haESCs into blastocysts

To generate chimeric mice, haESCs were injected into diploid blastocysts as described previously^6^. Pregnant ICR receipts were dissected at E13.5. The successful chimaerism was judged by OCT4-EGFP or RFP expression. Images were collected under Olympus SZX16 microscope (Olympus, Japan).

### FUCCI imaging analyses of haESC cell cycle

The cDNA encoding mKO2-hCdt1 or mAG-hGeminin was amplified from pFucci-G1 Orange or pFucci-S/G2/M Green plasmids (Medical & Biological Laboratories Co, LTD) and cloned into PiggyBac Transposon vectors. The reconstructed PiggyBac transposon vectors containing mKO2-hCdt1 and mAG-hGeminin were transfected into HG165 haESCs. The haploid and diploid ESCs simultaneously expressing both mKO2-hCdt1 and mAG-hGem were sorted, and then cultured in 8-well Chamber Slides (Lab Tek). Live imaging of haploid and diploid ESCs was performed with FV1200MPE Laser Scanning Microscopes (Olympus) under the 60x/1.3 silicon oil UPLSAPO60XS objective lens. Images were taken every 30 mins with z-stacks for more than 24 hours, and analyzed by Olympus FV10-ASW 4.2 software.

### Immunofluorescence staining

HaESCs cultured in Chamber Slides were fixed by 4% paraformaldehyde solution for 15 mins at room temperature. Blocking and permeabilization buffer (1% BSA, 0.5% Triton X-100 in PBS) was used to permeabilize the cells for 1 hour at room temperature. Cells were then incubated overnight with Oct-3/4 (sc-5279; Santa Cruz) and Nanog (sc-33760; Santa Cruz) antibodies at 4 °C, and then incubated with fluorescent conjugated secondary antibodies for 1 hour at room temperature. Nuclei were counterstained with DAPI. Images were captured with Zeiss LSM 710 Confocal Scanning Microscope.

### Metaphase Chromosome Spread Analysis

HaESCs were cultured in 6-well plates for 2 days prior to the preparation of chromosome spreads. Cells were treated with 0.1 μg/ml Colcemid at 37 °C for 2 hours and then trypsinized. Cells were incubated with hypotonic solution (0.56% KCl) for 6 mins and fixed by 3:1 methanol:acetic acid for 10 mins at room temperature. Fixation was repeated three times following centrifugation and resuspension in fixative solution. Meataphase spreads were prepared on slides and stained with DAPI.

### RNA-seq library preparation and data analysis

Total RNA was purified with an RNeasy Plus Mini kit (Qiagen). 150 ng of purified RNA was subjected to mRNA isolation and library preparation with a VAHTS Stranded mRNA-seq Library Prep Kit for Illumina (Vazyme) following manufacturer’s instructions. Libraries were pooled and sequenced on an Illumina HISEQ 2500. RNA-seq data analysis was performed with Tophat and Cufflinks using the UCSC mm9 annotation. The Gene Expression Omnibus accession number for the RNA-seq data generated in this study is GSE104519.

### DNA methylation analysis

Genomic DNA was extracted from haESCs with TIANamp Genomic DNA Kit following manufacturer’s instructions. Promoter CpG methylation of primed pluripotent and cell cycle genes was analyzed as previously described^57^. The sequences of bisulfite PCR primers are provided in Table 2.

**Table 2:** Bisulfite PCR Primer Sequences.

Gene	Forward (5′ to 3′)	Reverse (5′ to 3′)
Fgf5 outside	GGTGTTGGGTAAAGAGTGAGTTGG	AAAAACAAAAACAAACTCATTCTTC
Fgf5 inside	GGTAAAGAGTGAGTTGGTTGGGAT	AATCCTAAATACATCTTACAAAACTAACTC
Cdc6 outside	GGGAGGTTGGGTGGAGGATA	AAACTTATATTAAATAACTTCTTTTTCAA
Cdc6 inside	TGGGTGGAGGACAAAGTAGAAATAA	ATATTAAATAACTTCTTTTTCAA

### Statistical Analysis

Quantitative results were presented as mean ± SEM. One-way ANOVA or Student’s t test was used for multiple- or two-sample-comparisons, respectively.

## Electronic supplementary material

Supplementary information

# Supplementary material for: Stabilization of mouse haploid embryonic stem cells with combined kinase and signal modulation
**Source:** Sci Rep. 2017 Oct 16;7:13222. doi: 10.1038/s41598-017-13471-4

## **Stabilization of mouse haploid embryonic stem cells with combined kinase and signal modulation**

Haisen Li<sup>1,6,7</sup>, Ao Guo<sup>1,7</sup>, Zhenfei Xie<sup>1,7</sup>, Wanzhi Tu<sup>4</sup>, Jiali Yu<sup>3</sup>, Huihan Wang<sup>3</sup>, Jian Zhao<sup>1</sup>, Cuiqing Zhong<sup>1</sup>, Jiuhong Kang<sup>5</sup>, Jinsong Li<sup>1</sup>, Shichao Huang<sup>2,\*</sup> and Li Shen<sup>3,\*</sup>

<sup>7</sup> These authors contributed equally to this work

**SUPPLEMENTARY FIGURE LEGENDS****Supplementary Figure S1. Mouse haESC diploidization and chemicals screening summary**

(A) Flow cytometry analyses of DNA contents in AG- and PG- haESCs. AG-haESCs included cell lines AGH-OG-3, HG165 and A7, while cell line 319 belonged to PG-haESCs. The percentage of 1N or 4N cells was indicated.

(B) Growth rate analyses of haESCs and diploid ESCs derived from PG-haESCs (319). Data are shown as means  $\pm$  sem. \* $P < 0.05$ , Haploid ESC vs Diploid ESC at the same time point.

(C) Summary of the influence of single chemical treatment on the haploid stability of haESCs.

(D) Representative images of day 13.5 chimeric embryos formed by injection of RFP-marked haploid cells treated by RDF for 6 days. Left: Brightfield; Middle: Fluorescence; Right: Merge.

**Supplementary Figure S2. RDF promotes naïve pluripotency of PG-haESCs and reduces haESC heterogeneity**

(A) Representative morphologies of PG-haESCs (319) cultured in ES medium supplemented with DMSO or RDF on feeder cells. The images of ESCs morphology were captured every 2 days. Top: phase contrast; Bottom: Oct4-EGFP.

(B) Q-PCR analysis of naïve pluripotent genes in PG-haESCs treated as in (A). Data are shown as means  $\pm$  sem. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , Day 3 cells vs Day 0

cells.

(C) Q-PCR analysis of primed pluripotent genes in PG-haESCs treated as in (B). Data are shown as means  $\pm$  sem. \* $P < 0.05$ , \*\*\* $P < 0.001$ , Day 3 cells vs Day 0 cells.

(D) Representative images of AP-staining positive PG-haESCs cultured in ES medium.

(E) Western blot analyses of PG (319) and AG (AGH-OG-3) -haESCs cultured in ES or 2i-ES medium for 3 days. Beta-actin was used as loading control.

(F) Immunofluorescence staining of Nanog and Oct4. AG-haESCs (HG165; AGH-OG-3) were cultured in ES medium, and treated with DMSO, RDF, 2i, or the combination of RDF and 2i.

(G) Q-PCR analysis of naïve pluripotent genes. AG-haESCs (AGH-OG-3) were cultured in ES medium added with DMSO, 2i, or RDF. Data are shown as means  $\pm$  sem. # $P < 0.05$ , ### $P < 0.001$ , 2i-treated cells vs DMSO-treated cells; \* $P < 0.05$ , RDF-treated cells vs DMSO-treated cells.

(H) Flow cytometry analyses of the ratio of 1N cells in AG-haESCs (HG165) treated with DMSO, RDF, or 2i in ES medium. Data are shown as means  $\pm$  sem. ### $P < 0.001$ , 2i-treated cells vs DMSO-treated cells; \*\*\* $P < 0.001$ , RDF-treated cells vs DMSO-treated cells.

### **Supplementary Figure S3. RDF does not affect haESC apoptosis and the cell cycle of diploid ESCs**

(A) Representative flow cytometry plots of apoptotic cell percentage in AG-haESCs

(AGH-OG-3) treated with DMSO or RDF. HaESCs were stained with anti-Annexin V antibody and 7AAD, and analyzed by flow cytometry.

(B) Relative fold changes of apoptotic cell percentage in AG (AGH-OG-3; HG165) and PG (319) -haESCs treated as in (A). Apoptotic cells were referred to Annexin V-positive cells. The results were compared RDF-treated haESCs to DMSO-treated haESCs.

(C) Representative flow cytometry pictures of cell-cycle distribution of diploid ESCs (E14) treated by DMSO or RDF.

(D) Relative fold changes of G0/G1-phase cell percentage in normal diploid ESCs (E14) and haESCs-derived diploid ESCs. The 4N cells purified from AG-haESCs (AGH-OG-3; HG165) and E14 cells were treated with DMSO or RDF, and analyzed by flow cytometry after Brdu antibody and PI staining.

(E) Relative fold changes of S-phase cell percentage in E14 and haESCs-derived diploid ESCs treated as in (D).

(F) Relative fold changes of G2/M-phase cell percentage in E14 and haESCs-derived diploid ESCs treated as in (D). Data are shown as means  $\pm$  sem, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ .

**Supplementary Figure S4. RDF modulates cell cycle gene expressions and promoter DNA methylation of *Cdc6* and *FGF5* genes**

(A, B, C) Q-PCR analyses of cell-cycle regulator genes in AG (AGH-OG-3; HG165) and PG (319)-haESCs treated with DMSO or RDF in ES medium. A: AGH-OG-3 line;

B: HG165 line; C: 319 line. Data are shown as means  $\pm$  sem. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , RDF-treated cells vs DMSO-treated cells.

(D, E) Q-PCR analysis of cell cycle genes in AG-haESCs treated with DMSO, 2i, or RDF. D: AGH-OG-3 line; E: HG165 line. Data are shown as means  $\pm$  sem. \* $P < 0.05$ , \*\*\* $P < 0.001$ , RDF-treated cells vs DMSO-treated cells.

(F) DNA methylation analysis of the promoter regions of cell-cycle regulator gene *Cdc6* and primed pluripotent gene *Fgf5* in AG-haESCs (AGH-OG-3) treated with DMSO or RDF in ES medium. The percentages of methylated CpG in total CpG were shown. Data are shown as means  $\pm$  sem. \*\*\* $P < 0.001$ , RDF-treated cells vs DMSO-treated cells.

**Supplementary Figure S5. Wee1 kinase does not mediate the inhibition effect of RDF on self-diploidization.**

(A, D and G) Flow cytometry analyses of the percentage of 1N cells in AG (HG165; AGH-OG-3) and PG (319) -haESCs treated with DMSO, RDF alone, or 300 nM PD166285 in the absence or presence of RDF in ES medium. A: HG165 line; D: AGH-OG-3 line; G: 319 line. Data are shown as means  $\pm$  sem. # $P < 0.05$ , ## $P < 0.01$ , RDF/PD166285-treated cells vs DMSO-treated cells at the same day; \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , RDF/PD166285-treated cells vs DMSO-treated cells at the same day.

(B, E and H) Q-PCR analyses of *Wee1 kinase* and *Fgfr1* genes in AG- and PG-haESCs treated with DMSO or RDF. B: HG165 line; E: AGH-OG-3 line; H: 319

line. Data are shown as means  $\pm$  sem. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , RDF-treated cells vs DMSO-treated cells.

(C, F and I) Q-PCR analyses of Wee1 upstream genes in AG and PG-haESCs treated with DMSO or RDF. C: HG165 line; F: AGH-OG-3 line; I: 319 line. Data are shown as means  $\pm$  sem. \* $P < 0.05$ , \*\*\* $P < 0.001$ , RDF-treated cells vs DMSO-treated cells.

(J) Western blot analysis of Wee1 kinase expression. PG-haESCs (319) were cultured in ES medium added with DMSO or RDF. Beta-actin was used as the loading control.

### **Supplementary Figure S6. RDF/PD166285/2i promotes the proliferation of haESCs.**

(A-C) Growth rate analyses of PG (319) and AG (HG165; AGH-OG-3)-haESCs cultured in ES medium added with DMSO, 2i, RDF/2i, PD166285/2i, or RDF/PD166285/2i. A: 319 line; B: HG165 line; C: AGH-OG-3 line. Data are shown as means  $\pm$  sem. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , Chemicals-treated cells vs DMSO-treated cells at the same time point.

(D) Flow cytometry analyses of 1N cell percentage in PG-haESCs (319). HaESCs were treated with DMSO, RDF, 300 nM PD166285, or the combination of RDF and PD166285 in 2i-ES medium. ### $P < 0.001$ , PD166285/2i-treated cells vs 2i-treated cells at the same day; \*\*\* $P < 0.001$ , RDF/PD166285/2i or RDF/2i-treated cells vs 2i-treated cells at the same day.

(E) Representative pictures of karyotype analyses. AG-haESCs (AGH-OG-3) were treated with 2i, PD166285/2i, or RDF/PD166285/2i for 20 days. Red and blue frames

were used to mark representative haploid and diploid karyotypes, respectively.

(F) Q-PCR analyses of cell cycle genes in AG-haESCs (HG165) treated with 2i, or RDF/PD166285/2i. Data are shown as means  $\pm$  sem. \*P < 0.05, \*\*P < 0.01, RDF/PD166285/2i-treated cells vs 2i-treated cells.

(G) Representative images of the chimeric embryos. RFP-marked haploid cells were cultured in 2i/PD166285/RDF condition for 15 days, and then injected into diploid embryos. Left: Brightfield; Middle: Fluorescence; Right: Merge. Data are shown as means  $\pm$  sem, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001.

Supplementary Figure S1

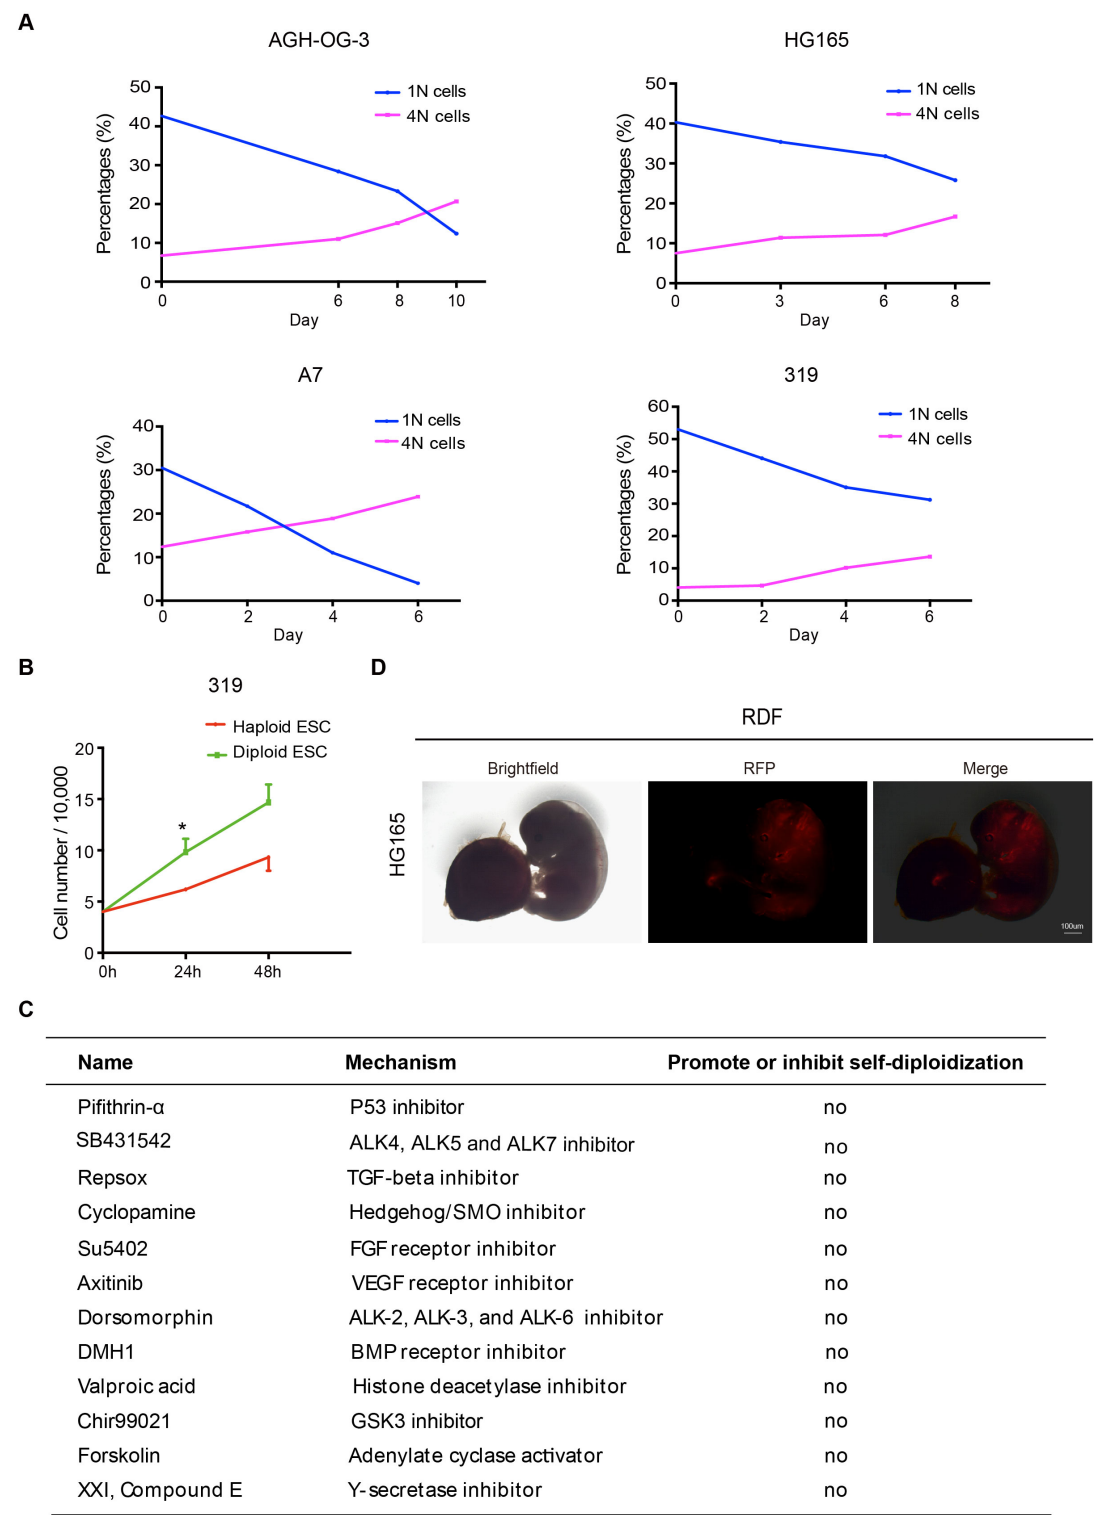

Supplementary Figure S2

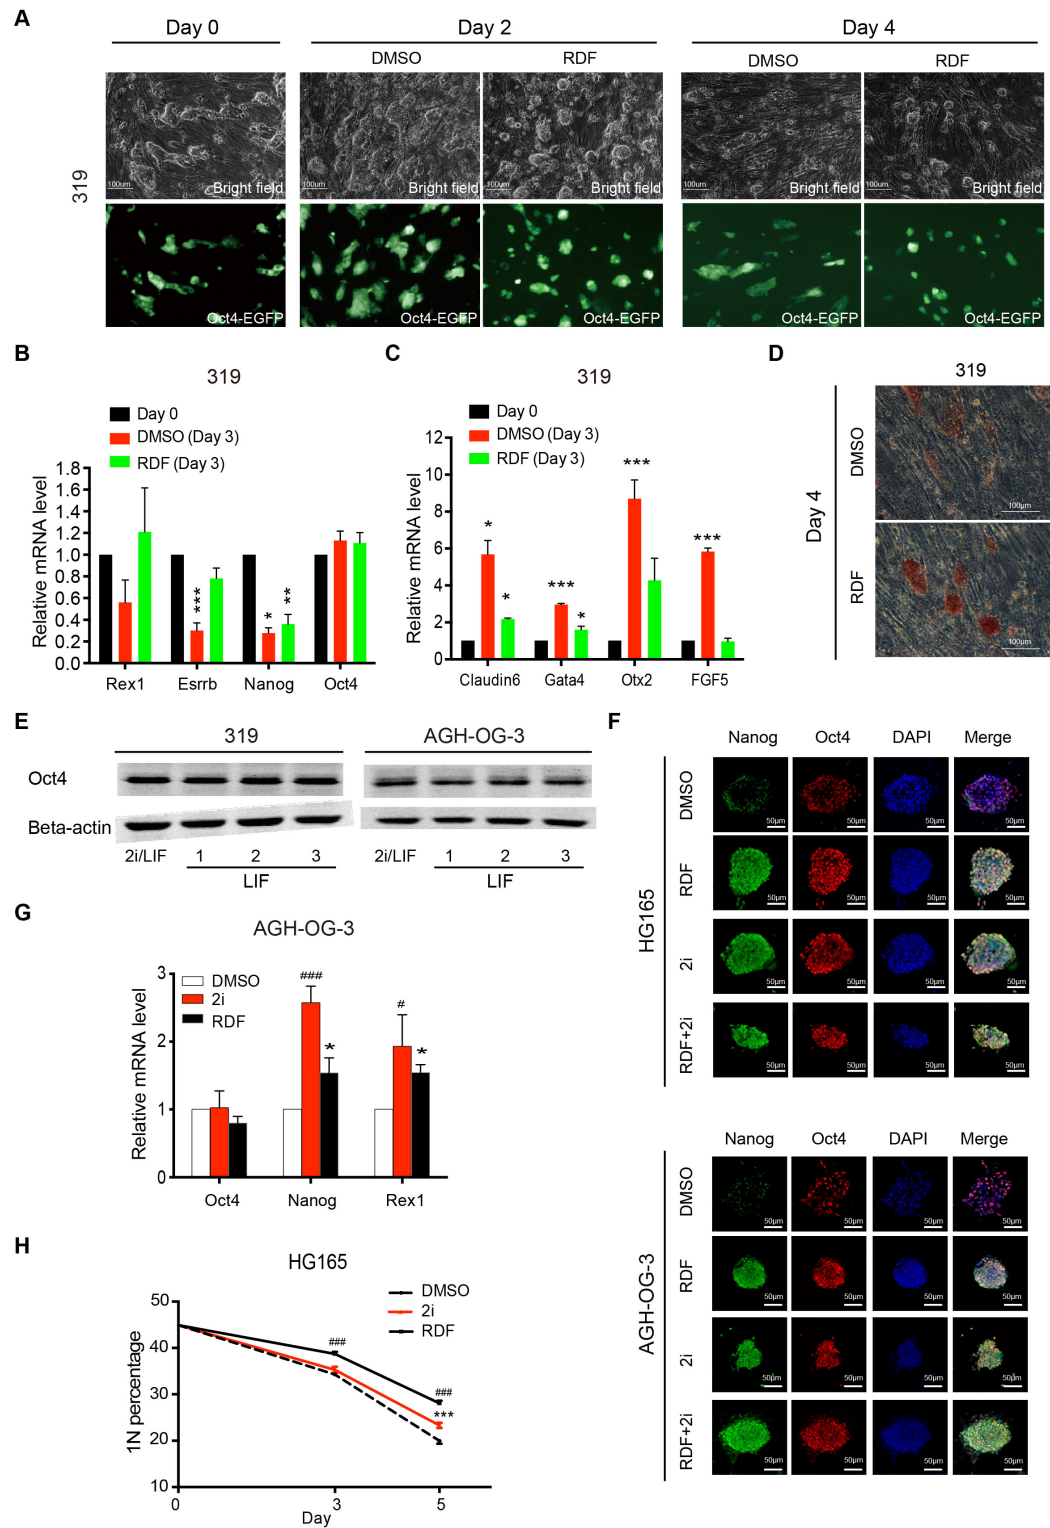

Supplementary Figure S3

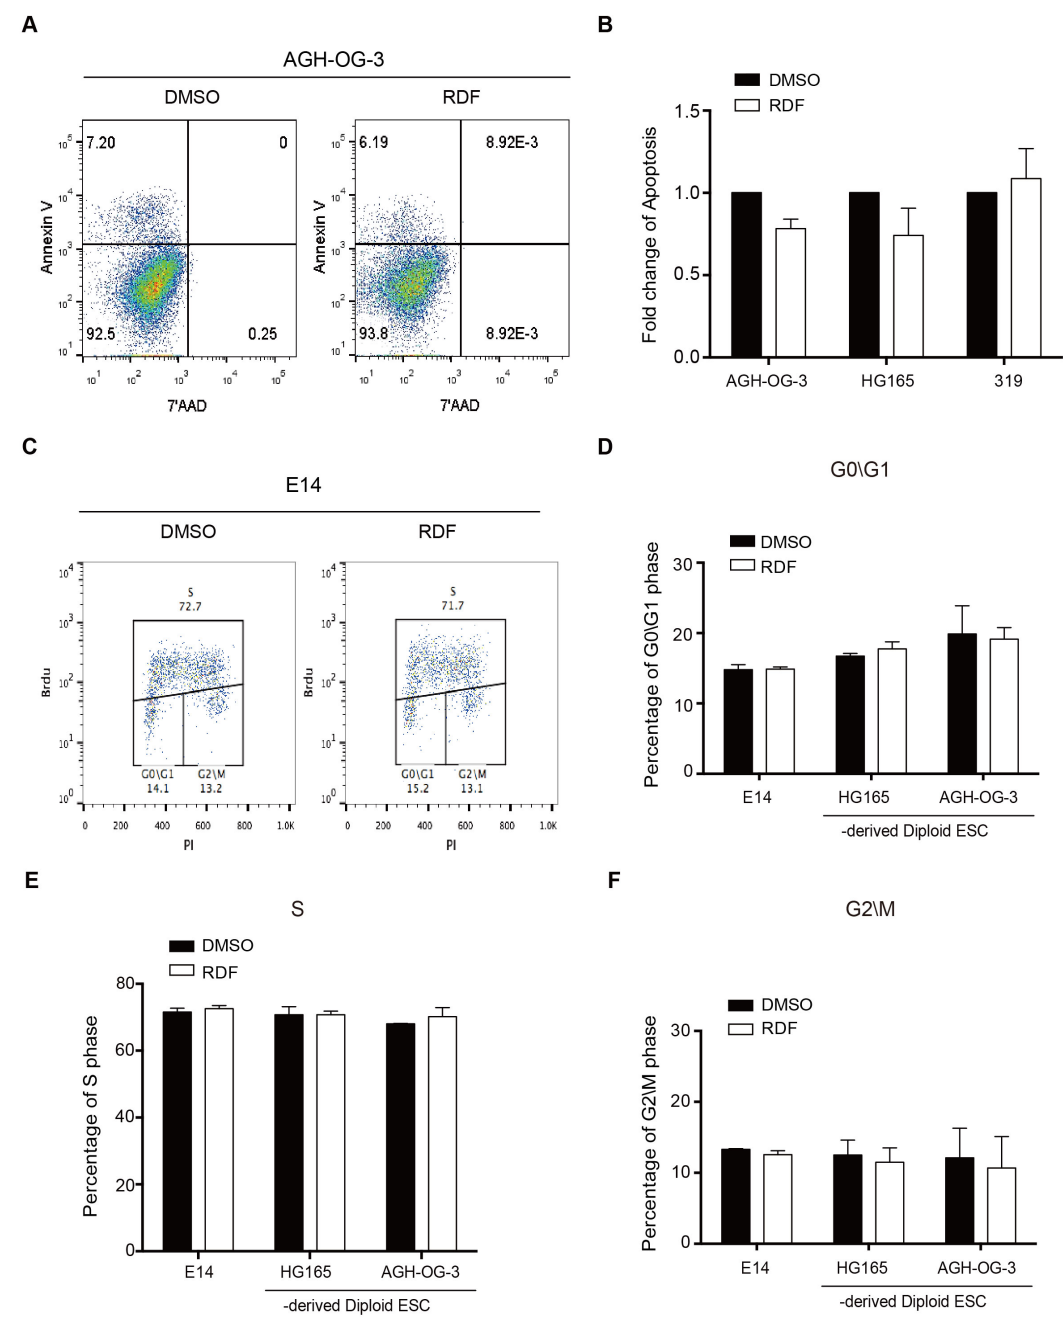

Supplementary Figure S4

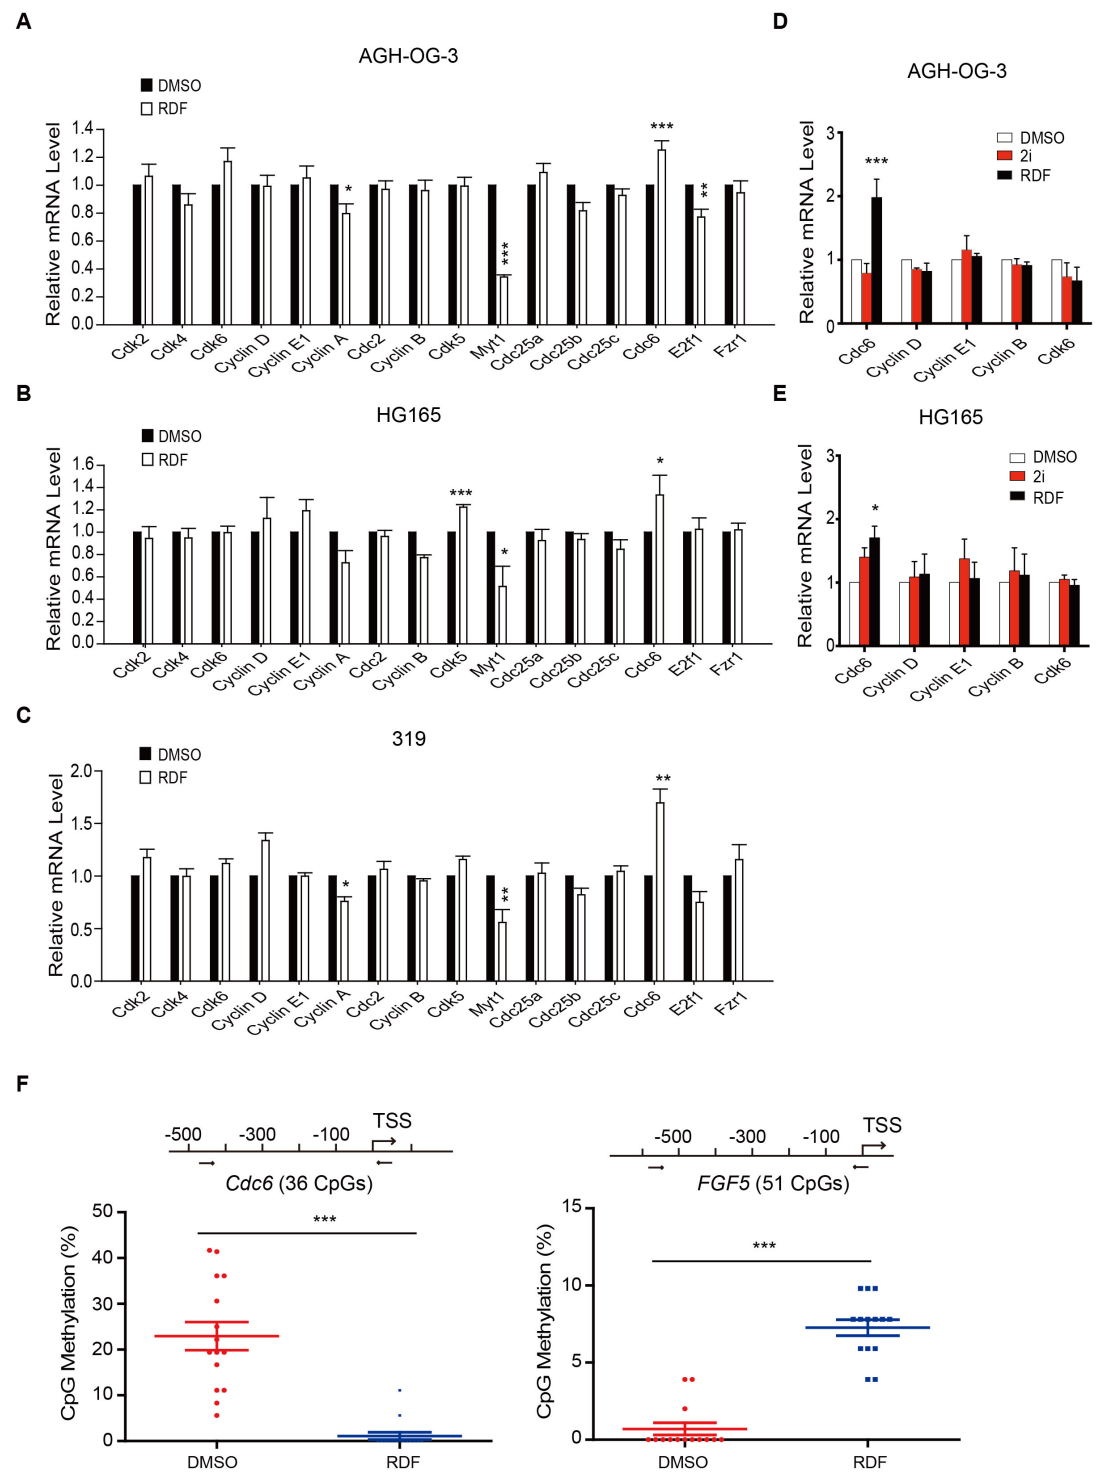

Supplementary Figure S5

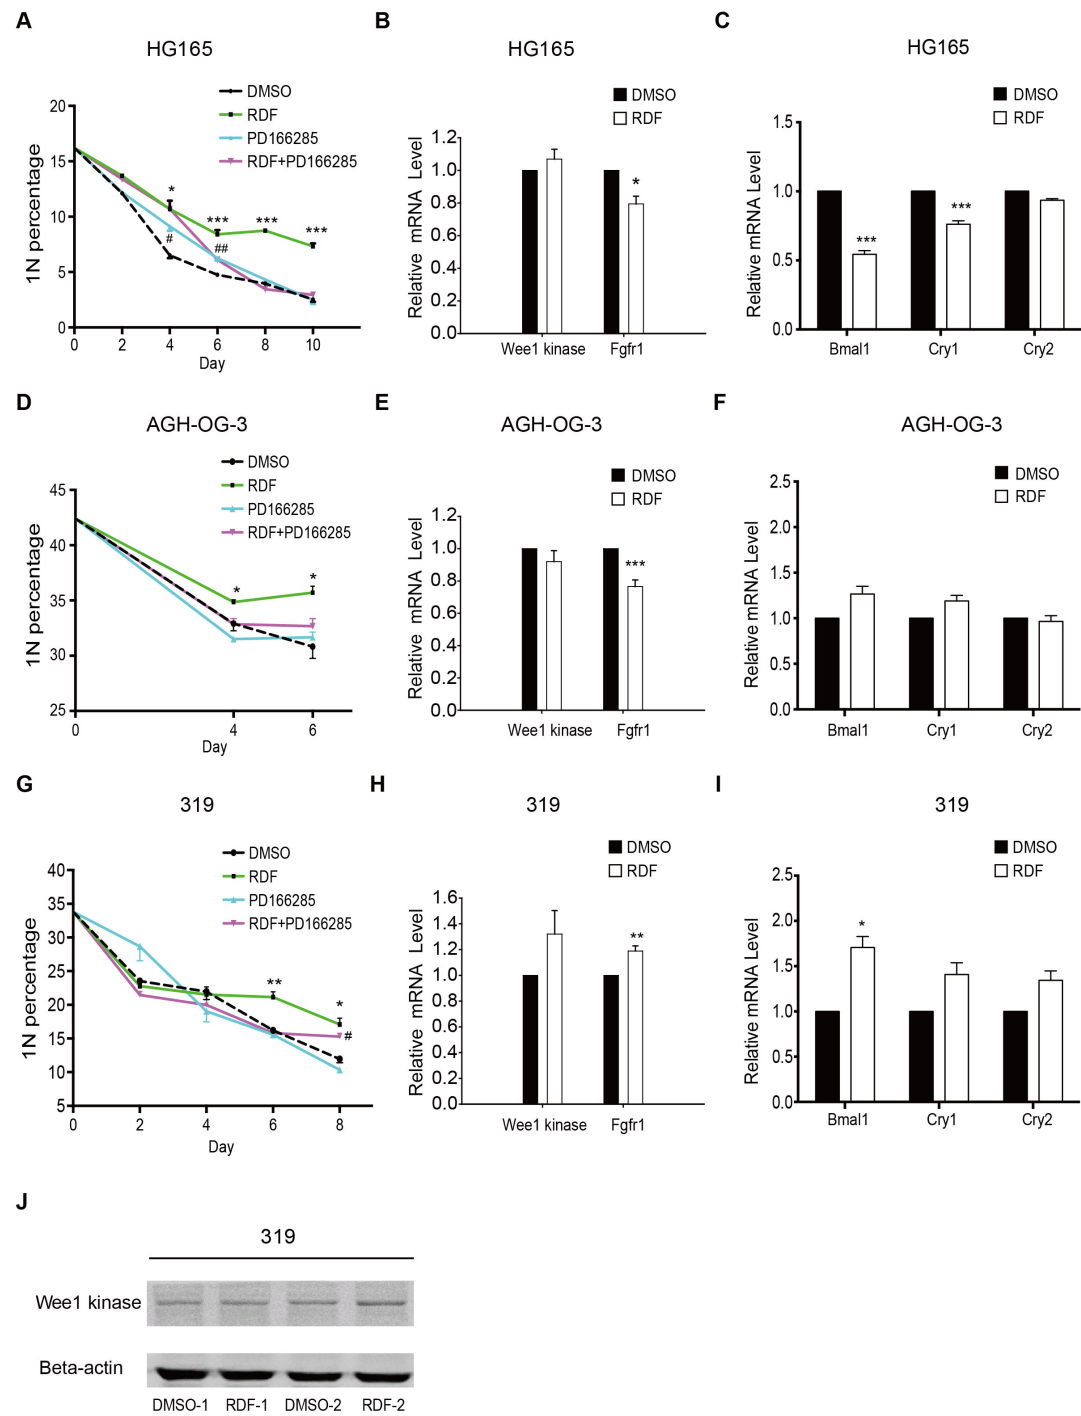

Supplementary Figure S6

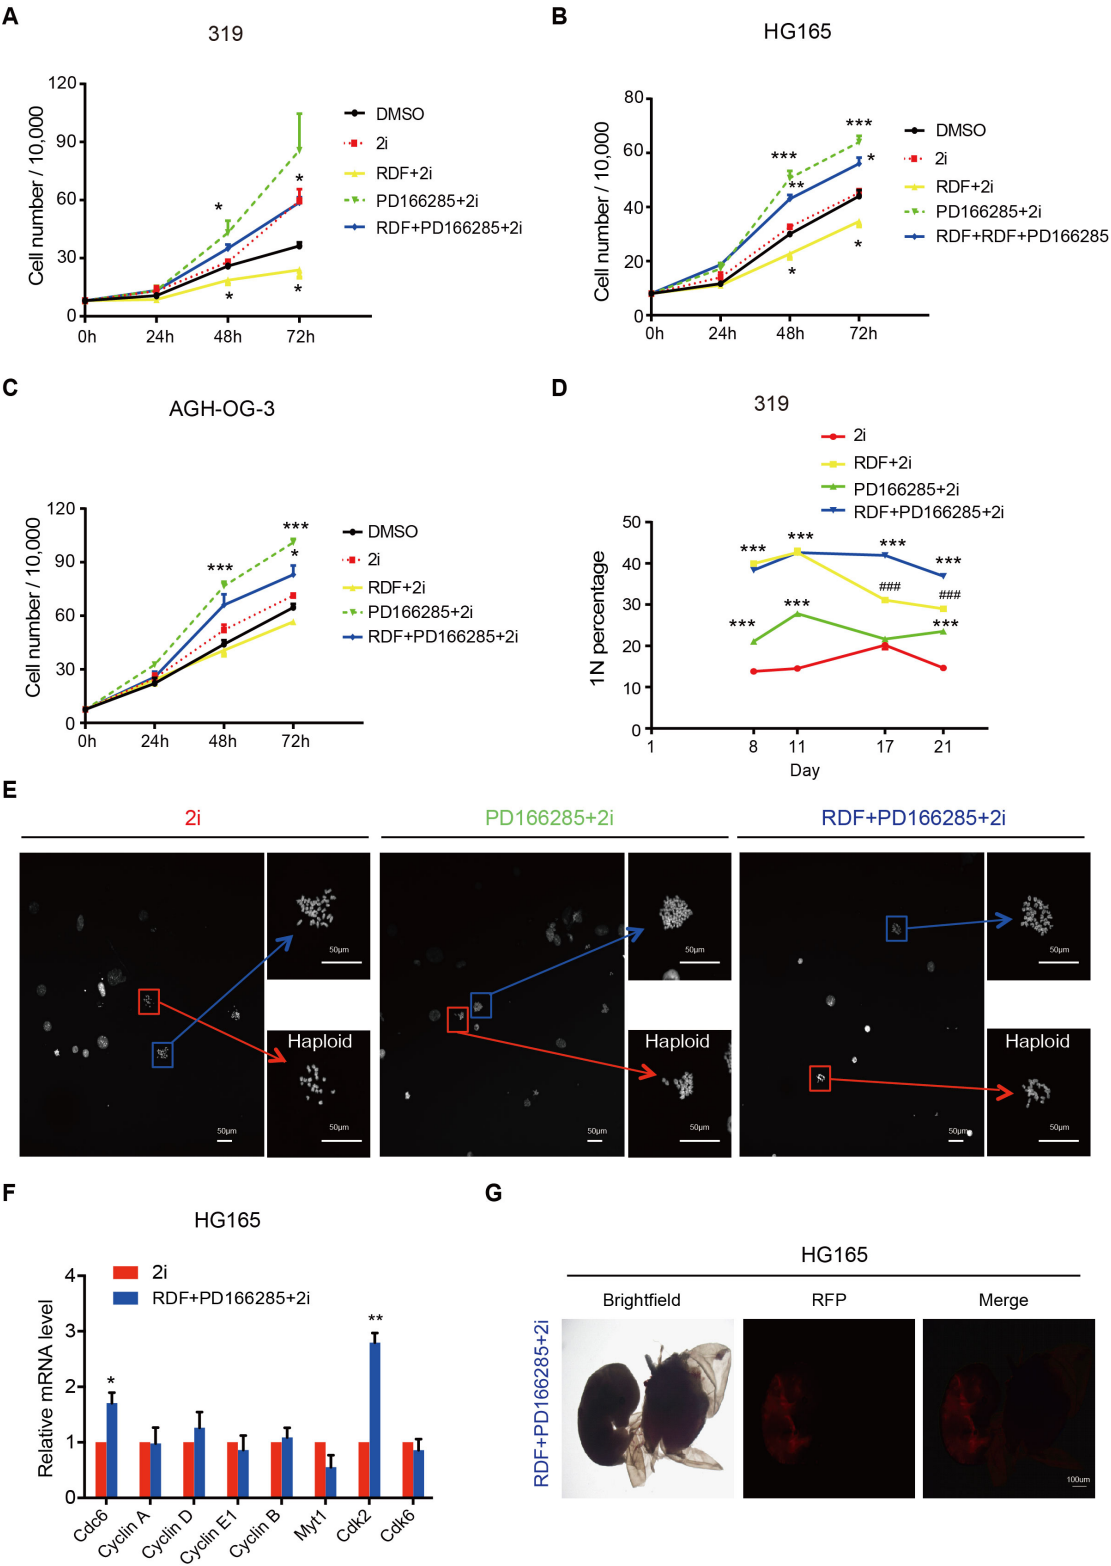

**Supplement:** Supplementary file 1 — Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

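The RNA-seq data are 4 libraries of the androgenetic haESC line HG165, 2 from cells treated with DMSO and 2 from cells treated with RDF. The samples were assigned to conditions from their labels, which name the condition and a replicate number, and the cell line was taken from the legend of Fig. 3. The paper's text gives neither the doses nor the length of treatment of these samples, and it does not say whether replicates of the same number were handled together. Libraries were made by the authors from 150 ng of total RNA with a stranded mRNA kit and sequenced on an Illumina instrument. The authors mapped the reads with Tophat and deposited FPKM estimated with Cufflinks on the UCSC mm9 annotation, as the paper's methods state. The versions and parameters of these programs, the handling of reads that map to several genes, and any scaling between samples beyond that of FPKM are not stated in the paper's text. The deposited values already include the mapping and the scaling to library size and transcript length, and no reads were analysed here.

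Each of the 4 samples has 23235 gene symbols, of which 0 are repeated, 5223 are at 0 in all 4 samples and 18012 are above 0 in at least 1 sample. There are 25 symbols written as dates, which were kept as they stand and are not named in the text. FPKM do not hold the number of fragments. The depth was therefore estimated from symbols with a single annotated transcript of at least 1500 nucleotides, where the product of FPKM and transcript length steps by whole fragments. The estimates are 9620000, 11300000, 12300000 and 11300000 fragments for DMSO replicates 1 and 2 and RDF replicates 1 and 2. They cover counting precision only, and the fragments given for single genes use the longest annotated transcript, so they are approximate.

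Values were compared on the log2(FPKM + 1) scale. The 11733 genes with a mean of at least 1 FPKM over the 4 samples were tested with limma 3.58.1 in R 4.3.3, with lmFit and eBayes with a mean-variance trend, RDF against DMSO without a block for the replicate number, and Benjamini-Hochberg adjustment over these genes. The threshold was an adjusted p of 0.05. As the paper counts genes by their fold change, genes changed more than 2-fold were also counted without a test, among the same genes. The same limma fit with the replicate number as a block was run beside it, because the labels number the replicates. As a check of that pairing, the deviations of same-numbered samples from the means of their conditions were correlated across genes, with a Pearson r of 0.134 and a Spearman rho of 0.114, and 0.0693 and 0.113 with small RNAs left out. An exact permutation test of 2 samples against 2 cannot give a two-sided p below 0.333, so none is reported for single genes. Standard deviations are those of the 2 samples of a condition in FPKM, and standard errors are limma's.

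The genes named in the text are those that the paper's text or Fig. 3C–E names for the RNA-seq data, the genes of the Q-PCR panels for HG165, the genes of written lists of pathway and cell-type genes, and the 5 genes with the largest rise and the 5 with the largest fall. The last were taken among genes with a mean of at least 1 FPKM, changed more than 2-fold, with both RDF values on the same side of both DMSO values and an adjusted p under 0.05. This rule was written before the data were examined. A gene that the rule selects is not reported here. The lists of fibroblast genes induced by TGF-β, of ERK targets, of interferon targets and of mast cell and basophil markers were written after single genes of those kinds had been seen to change, before the values of the listed genes were looked at. The lists of S-phase and G2/M-phase genes are those of Seurat 5.3.0, converted to mouse symbols. Symbols were matched to current names where the paper uses others (Rex1 for Zfp42, Ssea1 for Fut4, Oct4 for Pou5f1, Cdc2 for Cdk1, Bmal1 for Arntl, Claudin6 for Cldn6, Tbcld8 for Tbc1d8).

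The median log2 fold change of each list was set beside the medians of 10000 random lists of the same size. Each gene of a random list was drawn from the 100 genes nearest in mean expression to the gene it replaced, with random seed 1. A list was taken as shifted when its median lay above percentile 97.5 or below percentile 2.5. The draw was repeated with matching on both expression and transcript length. Positions, transcript lengths and GC content came from the NCBIM37 annotation and transcript sequences. Of the symbols, 21828 were found there, and 11317 of the genes tested (96.5%) have a transcript sequence. The correction for GC content and length removed from each sample a smooth trend of its values on both. Similarity of the samples was described with Pearson and Spearman correlations, average-linkage clustering on 1 minus Pearson's r, and a principal component analysis. The primers that the paper lists for Q-PCR were compared with the transcript sequences as exact matches.

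The limma fit was tested on simulated data with 200 changed genes among 11733 and gene-to-gene differences in spread. It called 80.5% of the changed genes, and 96.18% of those changed by at least 1 on the log2 scale. Of all calls, 3.012% were unchanged genes. In simulated data without any changed gene there were 0 calls. The simulated errors were normal, independent between samples, and varied between genes as limma assumes, so a good result could be foreseen. No difference shared by many genes of a library was simulated, and far fewer genes changed than the 2533 called in the data. The simulation therefore checks the fit and does not give the error rate in the 4 samples.

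The alternatives were a pseudocount of 0.1 in place of 1, median-ratio scaling, quantile normalization, no filter or a filter at 5 FPKM, a replicate block, eBayes without trend, leaving out each sample in turn, the ratio of arithmetic group means, a rule that every RDF sample differ more than 2-fold from every DMSO sample, and both criteria together. Chosen after seeing the data were leaving out small RNAs, the correction for GC content and length with and without the replicate block, and the ratio of arithmetic group means in genes with a mean of at least 0.5 or 0.1 FPKM. GO enrichment was not recomputed, since GO annotation was not used here. The Q-PCR, growth, cell cycle, karyotype and methylation measurements were not analysed here. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9.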

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

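Of the tests in this part, the comparison of the spread of small RNAs between samples of one condition, the use of the feeder list for Mmp3 and the ratio of depths were chosen only after the result was seen, and the pairing of samples across conditions, the correction for GC content and length, the count of related protease genes and the list of mast cell and basophil markers were chosen after the rises had been seen, before their own values were.

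The genes Snora15, Scarna8, Mmp3 and Mcpt8 were among the 5 with the largest rise in RDF-treated haESCs, each above its level in the DMSO samples, and the paper does not discuss them. The log2 fold change of Snora15 was 8.56 (adjusted p = 0.000836 from limma), with 0 FPKM in both DMSO samples and 723 and 195 FPKM in the RDF samples. That of Scarna8 was 7.22 (adjusted p = 0.000143 from limma), with 0 FPKM in both DMSO samples and 199 and 110 FPKM in the RDF samples. Both are small RNAs. Scarna8 is annotated with a transcript of 131 nucleotides, and Snora15 is not in the annotation used here. To see how often such a pattern arises without the treatment, the samples were paired across conditions. At 0 in both samples of one pair and at 1 FPKM or more in both others were 2 small RNAs when the pairs were the conditions. The number was 3 when DMSO replicate 1 was paired with RDF replicate 1, and 0 when it was paired with RDF replicate 2. Since the pairing that gave 3 joins samples of the same replicate number, an effect of the replicate number could have added to it, and the comparison does not measure chance alone. Of the 36 small RNAs with a mean of at least 1 FPKM, 80.6% differed more than 2-fold between the samples of one condition, against 0.39% of the 11697 other genes. Given this spread, the rise of Snora15 and Scarna8 cannot be told apart from the instability of FPKM for small RNAs, and no biological explanation is put forward for it.

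The log2 fold change of Mmp3 was 2.45 (standard error 0.107, adjusted p = 0.000291 from limma), and both RDF samples were higher than both DMSO samples. That of Mcpt8 was 2.03 (standard error 0.193, adjusted p = 0.00245 from limma), also with both RDF samples higher, on 3.44 and 1.12 estimated fragments in the DMSO samples and 52.7 and 33.0 in the RDF samples. After the correction for GC content and transcript length, the log2 fold changes were 2.45 for Mmp3 and 2.06 for Mcpt8. The correction thus left them nearly where they were, and it speaks only to a trend shared by genes of similar GC content and length. Estimated depth differed by a ratio of at most 1.28 between an RDF and a DMSO sample. RNA of mast cells or basophils in the RDF samples is not a source that the other genes show, as 0 of the 10 markers of these cells had a mean of at least 1 FPKM there. Of the 5 other Mcpt genes, 0 had a mean of at least 1 FPKM, and the highest, Mcpt1, had 0.149 FPKM. Fragments of a related gene that were assigned to Mcpt8 would be missing from that gene's own value, so this does not exclude them. For Mmp3, which fibroblasts express, more RNA of feeder cells in the RDF samples was tested with 23 fibroblast markers. Their median log2 fold change was 0.02, at percentile 38.0 of random lists, but with Col1a1 at -1.76, Postn at -1.71, Lox at -1.37 and Dcn at 1.65 the markers moved in both directions. If RDF itself lowered some of them, a rise of the others would be hidden. Some increase of feeder RNA in the RDF samples was therefore not excluded by this test. As the source of the whole Mmp3 rise, a larger amount of feeder RNA is argued against by these markers, unless RDF lowered all 23 of them. The markers do not speak to a rise of Mmp3 within feeder cells, which was not tested. The ratio of RDF to DMSO mean FPKM was 13.1 for Mmp3. Of the 23 markers, 13 rose and 10 fell, and the highest ratios were 8.47 for Lum, below the filter, and 4.49 for Dcn. The paper's methods state that most of its experiments were done without feeder cells, and RNA-seq is not among the exceptions they name. The growth protocol in the samples' labels, however, mentions culture with feeders, so whether the sequenced cells had them is not known. The dates or batches of the libraries are not given in the labels, so a difference between batches that followed the treatment was not tested. RDF may raise Mmp3 and Mcpt8, a hypothesis that these 4 samples cannot tell apart from such a batch difference. Nor can they tell it apart from a difference in the share of diploid cells between the conditions. For Mcpt8 they also cannot tell it apart from fragments of related genes. For Mmp3, if feeder cells were present, a difference in feeder RNA may have added to the rise. A rise of Mmp3 within the feeder cells themselves may also be its source.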

How the results depend on the processing

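Every alternative named here was set before the data were examined, apart from those introduced below as chosen after seeing them. For the changes under each alternative the cause was not tested.

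The number of genes changed more than 2-fold depended on how the fold change was defined and on the filter on low values. Against 74 genes up and 91 down, a pseudocount of 0.1 gave 155 up and 166 down, and the ratio of arithmetic group means gave 161 up and 182 down. A filter at 5 FPKM gave 48 up and 58 down. The rule that every RDF sample differ more than 2-fold from every DMSO sample gave 37 up and 53 down. Median-ratio scaling, quantile normalization and no filter left both counts within 1.5 times the reported ones, from 63 to 77 up and from 96 to 103 down. The 4 fits that each left out one sample gave from 71 to 80 genes up and from 91 to 105 down. Of the alternatives chosen after seeing the data, the ratio of arithmetic group means gave 257 up and 270 down in genes with a mean of at least 0.5 FPKM, and 577 up and 616 down in genes with a mean of at least 0.1 FPKM. Also chosen after seeing the data, the correction for GC content and length gave 48 up and 76 down, and leaving out small RNAs gave 60 up and 83 down.

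The number of genes at an adjusted p under 0.05 from limma, 1561 up and 972 down, was 942 up and 606 down without the filter on low values. With a change of more than 2-fold required as well, it was 61 up and 74 down. With the replicate block and the correction for GC content and length together, chosen after seeing the data, 1699 genes were up and 1748 down. The other alternatives left both counts within 1.5 times the reported ones, from 1204 to 1679 up and from 768 to 1399 down. The excess of rises over falls was smaller with median-ratio scaling, at 1336 up and 1179 down. It was nearly absent with the correction for GC content and length alone, at 1402 up and 1399 down. How far rises outnumber falls thus depended on the processing. Leaving out a sample leaves a condition with 1 sample, so the limma counts were not recomputed in that way.

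The medians of the 6 lists of genes that the paper's text names kept their direction under each alternative run for them. With a pseudocount of 0.1, the median log2 fold change was 0.70 for the naïve genes, -1.73 for the primed genes, 0.79 for the positive regulators, -0.85 for the inhibitory genes, 0.25 for the S-phase genes and 0.37 for the G2/M-phase genes. With quantile normalization the median of the positive regulators was 0.60, and with median-ratio scaling that of the S-phase genes was 0.15. Across the 4 fits that each left out one sample, the median ranged from 0.53 to 0.60 for the naïve genes and from -1.18 to -0.93 for the primed genes. It ranged from 0.47 to 0.63 for the positive regulators, from -0.83 to -0.68 for the inhibitory genes, from 0.17 to 0.21 for the S-phase genes and from 0.26 to 0.29 for the G2/M-phase genes. The difference between the mean correlation within and between conditions, 0.0110, was 0.0142 with a pseudocount of 0.1 and 0.0144 with a filter at 5 FPKM.

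Among the 229 named genes, 8 had a small rise that became a small fall under a scaling alternative. With median-ratio scaling, the log2 fold change was -0.0010 for Ccnb2, -0.0100 for Tbx3, -0.0257 for Pou3f1, -0.0040 for Cdkn1a, -0.0120 for Ccng1 and -0.0019 for Phlda3. With quantile normalization it was -0.0231 for Fgfr1, -0.0541 for Pou3f1, -0.0496 for Ccng1, -0.0369 for Phlda3 and -0.0322 for Btg2. None of these genes passed an adjusted p of 0.05 with the reported settings or under these scalings. Of 1047 values of single genes under the 5 alternatives that apply to them, 940 kept their direction and their side of the threshold or moved by less than the spread between replicates. Of the others, 19 no longer passed the threshold, 14 newly passed it, and 63 values without a test moved by more than that spread. Of 916 values with a sample left out, 44 moved by more than the spread. The fit without the filter on low values is not among the 5 alternatives counted here. The correction for GC content and length is not counted either. Without the filter, several named genes that had passed no longer did. Among them, the adjusted p from limma lay between 0.0506 and 0.0754 for Orc1, Gadd45a, Pou5f1, Foxh1, Cdk1, Cdc27, Ppm1d, Rrm2 and Dnmt3b. It was 0.0838 for Klf2, 0.0929 for Gbx2 and 0.0930 for Ube2m. T, untested with the filter, had 0.0250.

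Not run were the largest value per gene symbol, since no symbol is repeated, and the alternative tests meant for counts, since the values are FPKM. The depth limits the results for genes with few fragments. No change of Myt1, with at most 0.891 estimated fragments, or of Fgf5, with at most 2.15, was detectable.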

Differences from the paper's values

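The paper reports 440 genes up-regulated and 475 genes down-regulated more than 2-fold in RDF-treated haESCs. With a mean of at least 1 FPKM and the difference in mean log2(FPKM + 1), the values here are 74 genes up and 91 genes down. None of the alternatives set before the data were examined closed the gap for either count, and the nearest of them was the ratio of arithmetic group means, with 161 up and 182 down. The ratio of arithmetic group means over genes with a mean of at least 0.1 FPKM, a setting chosen after seeing the values, gave 577 genes up and 616 down, within 1.5 times the paper's counts. With a mean of at least 0.5 FPKM, also chosen after seeing the values, the same ratio gave 257 up and 270 down, which leaves the gap open.

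In its text the paper lists Myt1 among the genes lowered by RDF in the RNA-seq data, and names it again as a changed G2/M-phase gene. Here Myt1 had 0.0168 FPKM in DMSO replicate 1 and 0 in the other 3 samples. The paper also lists Fgf5 among the genes lowered by RDF, while here its log2 fold change was -0.04 on at most 2.15 estimated fragments in a sample.

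Other statements of the paper rest on Q-PCR that included the same line. The paper's text does not say whether the RNA was that of the sequenced samples, and the RNA-seq values differ in direction or in size. For Wee1 and Cdc6 the paper also used other haESC lines. It adds a western blot of Wee1 protein and promoter methylation of Cdc6, neither of which was analysed here. The paper states that RDF left Wee1 mRNA and its upstream regulators unaltered, and its Supplementary Fig. S5C shows lower Bmal1 and Cry1 in RDF-treated HG165 cells. In the RNA-seq data Wee1 rose from 23.8 ± 1.48 FPKM to 37.4 ± 0.635 FPKM (SD, n = 2 each), a log2 fold change of 0.64 (adjusted p = 0.00310 from limma). Cry1 rose from 15.1 ± 0.961 FPKM to 25.1 ± 0.133 FPKM (SD, n = 2 each), a log2 fold change of 0.69 (adjusted p = 0.00279 from limma). Arntl, the symbol of Bmal1, had a log2 fold change of 0.27 (adjusted p = 0.0536 from limma). The paper states that naïve markers were higher and primed markers lower in RDF-treated than in mock-treated cells, and its Fig. 4B and Fig. 4C include Nanog among the former and Gata4 among the latter. The marks of significance in both panels compare days of culture, and the time of the sequenced samples is not stated. Of the listed Nanog primers, only the antisense primer matched Nanog exactly. In the RNA-seq data the log2 fold change was -0.06 for Nanog (adjusted p = 0.682 from limma) and 0.21 for Gata4 (adjusted p = 0.145 from limma). For Cdc6 the paper states a significant increase by Q-PCR, and the RNA-seq log2 fold change was 0.16 in the same direction, with an adjusted p of 0.127 from limma. After the correction for GC content and length it was 0.05, with an adjusted p of 0.524 from limma.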

Other observations

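Of the tests in this part, the share of small RNAs, the ratio of depths, the matching of the pathway lists on transcript length and the size of the length trend between samples of one condition were chosen only after the result was seen. The correction for GC content and length, the other tests of length and the cell cycle lists were chosen after the data had been seen, before their own values were. The lists of TGF-β-induced fibroblast genes, ERK targets and interferon targets were written after genes of those kinds had been seen to change, and before the values of the listed genes were looked at. Batches of the libraries are not given in the labels, so a batch difference that followed the treatment was not tested, and none of the patterns in this part can be told apart from it. The same holds for a difference in the share of diploid cells, as the paper does not say whether haploid cells were sorted for RNA-seq.

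Technical explanations were tested for the genes changed more than 2-fold. Small RNAs made up 13.3% of them, with 22 genes, and so are a small part of the list. Of the 131 such genes with a transcript sequence, 113 (86.3%) stayed changed more than 2-fold in the same direction after the correction for GC content and transcript length. The largest ratio of estimated depth between an RDF and a DMSO sample was 1.28, and 1 sample of each condition had the same estimate. The correction removes only a trend shared by genes of similar GC content and length. The median log2 fold change ran only from -0.055 to 0.141 across 5 length groups. Most genes changed more than 2-fold could therefore be foreseen to stay so, and the share that stayed is weak evidence. Genes without a transcript sequence were not tested. Small RNAs and depth do not explain most of the changes of more than 2-fold.

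Small changes of many genes followed transcript length. Across 11317 genes, which are not independent replicates, the log2 fold change had a Spearman rho of 0.259 with transcript length. The median log2 fold change was -0.055, -0.020, 0.012, 0.066 and 0.141 in 5 groups of genes from the shortest to the longest transcripts. For the 4 pairs of an RDF and a DMSO sample, rho was 0.152, 0.198, 0.273 and 0.328. The difference between the 2 RDF samples followed length as closely, with a rho of -0.273, while that between the 2 DMSO samples had a rho of 0.085. In size the trend between the RDF samples was smaller, with a median log2 difference of 0.044 in the shortest and -0.071 in the longest group for RDF replicate 1 minus RDF replicate 2. Libraries of one condition thus also differ by length, and a difference between libraries was not excluded as a source of part of the trend. The positive regulators of proliferation that the paper names have long transcripts, with a median of 4570.5 nucleotides. The 12 of them with a transcript length had a median log2 fold change of 0.58, at percentile 100.0 of random lists matched on expression and length, and the median of the naïve genes also lay at percentile 100.0. Since the paper chose these genes for their rise, this comparison cannot tell whether length contributed, and after the correction the median of the same 12 positive regulators was 0.42.

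Pathway lists were used to ask whether targets of the signals that RDF acts on had changed. Targets of TGF-β and Nodal outside the paper's lists had a median log2 fold change of -0.68 over 7 genes above 0 FPKM, at percentile 0.0 of random lists matched on expression, and at percentile 0.0 of lists matched on length too. Among them Smad7 (-1.20), Skil (-0.94) and Pmepa1 (-0.68) fell with an adjusted p under 0.05 from limma, while Nodal (-0.02) and Eomes (0.17) had adjusted p of 0.847 and 0.257 and Gsc was below the filter. Fibroblast genes that TGF-β induces had a median of -0.23, also at percentile 0.0 by both ways of matching. Of these 14 genes, 4 fell and 2 rose with an adjusted p under 0.05 from limma, the latter being Ctgf (0.90) and Tgfbi (0.71), whose rise goes against inhibition of TGF-β. The medians are consistent with the action of Repsox on TGF-β pathways in the cells sequenced, as a hypothesis that these 2 genes do not follow. Targets of cAMP had a median of 0.33, at percentile 100.0 of both kinds of random lists, which may reflect the action of Forskolin. Of these 14 genes, 12 rose and 2 fell, and 5 were below the filter. Nr4a1 (0.86), Dusp1 (0.75), Sik1 (0.74), Fos (0.73) and Fosb (0.60) rose with an adjusted p under 0.05 from limma. Per1 (0.18, adjusted p = 0.125) and Crem (-0.11, adjusted p = 0.574) were among those that did not pass. Targets of BMP had a median of 0.12, at percentile 79.5, without the fall that inhibition by DMH1 would give. Id3 rose by 1.66 and Id1 changed by -0.05.

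ERK targets had a median of 0.67, at percentile 100.0 of both kinds of random lists, and 13 of the 14 genes rose. Etv5 was the exception, with a log2 fold change of -0.25. Raised ERK signalling is a candidate explanation, and whether these genes responded to cAMP instead was not tested. Interferon targets had a median of -0.24, at percentile 0.0 of both kinds of random lists, on values that for 6 of the 12 genes were below the filter. A lower interferon response in RDF-treated cells may account for it. The medians of the TGF-β, fibroblast, cAMP, ERK and interferon lists kept their direction with median-ratio scaling and with quantile normalization.

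A shift towards naïve pluripotency beyond the genes that the paper names was tested with other genes of both states. The 9 other naïve genes had a median log2 fold change of 0.09, at percentile 86.1, and the 10 other primed genes a median of -0.12, at percentile 5.1. Neither lies in the outer 2.5% of the random lists at its end of the range, so a general shift was not detected with these genes. Among the naïve genes Tet2 (0.92), Tfcp2l1 (0.48), Klf2 (0.40) and Fgf4 (0.37) rose, and among the primed genes Dnmt3a (-0.54) and Dnmt3b (-0.25) fell, each with an adjusted p under 0.05 from limma. Tcl1, a naïve gene, changed by -1.08, and the primed genes Zic2 and Zic5 by 1.03 and 0.82, each against the direction of such a shift and also with an adjusted p under 0.05.

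Cell cycle genes were tested with lists that the paper did not choose. The 43 S-phase genes of Seurat had a median log2 fold change of 0.03, at percentile 77.2, and the 54 G2/M-phase genes a median of 0.12, at percentile 99.9. After the correction for GC content and length the G2/M-phase median was 0.07. A small rise of G2/M-phase genes may therefore be part of the rise of the positive regulators, while a rise of S-phase genes in general was not detected. With 16 targets of p53, the rise of Mdm2 and Ppm1d in Fig. 3E was set beside p53 activity. Their median log2 fold change was 0.03, at percentile 46.8, so raised p53 activity was not detected with this list. The median was below 0 with median-ratio scaling and -0.01 with quantile normalization. These scalings also lowered the median of all genes, from 0.0257 to -0.0036 and -0.0022, so this shift says nothing about p53. Among the targets Plk2 (0.94) and Trp53inp1 (0.75) rose, and Bbc3 (-0.47) and Perp (-0.35) fell, each with an adjusted p under 0.05 from limma.

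Some genes that the paper names are also expressed by fibroblasts, among them Prrx1, Prl2c2, Acta2, Thy1 and Col18a1. Whether the conditions differed in feeder RNA was tested with 23 fibroblast markers, whose median lay at percentile 38.0 of random lists. The markers moved in both directions, with Col1a1 at -1.76, Postn at -1.71 and Lox at -1.37 but Dcn at 1.65 on the log2 scale. As RDF itself may have lowered some of them, a difference in feeder RNA between the conditions was not excluded by this test. A list of 4 Y-linked genes, all below the filter, had a median of 0.02, at percentile 69.6. Eif2s3y had 9.63 and 11.3 estimated fragments in the DMSO samples and 5.14 and 1.75 in the RDF samples. Ddx3y had between 5.58 and 9.60 in the 4 samples. On so few fragments, this list cannot decide whether the conditions differed in RNA of other cells. The methods of the paper do not name RNA-seq among the experiments for which feeder cells were used, while the labels of the samples mention feeders in their growth protocol.

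Myt1 is also an alias of the kinase gene Pkmyt1, which had 18.6 ± 0.445 FPKM in DMSO and 16.1 ± 0.0720 FPKM in RDF (SD, n = 2 each), a log2 fold change of -0.20 (adjusted p = 0.0639 from limma). The primers that the paper lists for Myt1 matched 4 transcripts of Myt1 and 0 transcripts of Pkmyt1, so they do not point to Pkmyt1 as the gene measured by Q-PCR. The primers listed for Cdc2 matched 5 transcripts of Cdca2 and none of Cdk1.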
